# PRC1 Catalytic Activity Is Central to Polycomb System Function

**DOI:** 10.1016/j.molcel.2019.12.001

**Published:** 2020-02-20

**Authors:** Neil P. Blackledge, Nadezda A. Fursova, Jessica R. Kelley, Miles K. Huseyin, Angelika Feldmann, Robert J. Klose

**Keywords:** polycomb, chromatin, gene expression, transcription, PRC1, H2AK119ub1, histone modification, conditional point mutant

## Abstract

The Polycomb repressive system is an essential chromatin-based regulator of gene expression. Despite being extensively studied, how the Polycomb system selects its target genes is poorly understood, and whether its histone-modifying activities are required for transcriptional repression remains controversial. Here, we directly test the requirement for PRC1 catalytic activity in Polycomb system function. To achieve this, we develop a conditional mutation system in embryonic stem cells that completely removes PRC1 catalytic activity. Using this system, we demonstrate that catalysis by PRC1 drives Polycomb chromatin domain formation and long-range chromatin interactions. Furthermore, we show that variant PRC1 complexes with DNA-binding activities occupy target sites independently of PRC1 catalytic activity, providing a putative mechanism for Polycomb target site selection. Finally, we discover that Polycomb-mediated gene repression requires PRC1 catalytic activity. Together these discoveries provide compelling evidence that PRC1 catalysis is central to Polycomb system function and gene regulation.

## Highlights

• PRC1 catalysis drives PRC2 occupancy and H3K27me3 deposition at target sites
• cPRC1 binding and PRC1-mediated chromatin interactions require PRC1 catalysis
• DNA-binding vPRC1 complexes occupy target sites independently of PRC1 catalysis
• PRC1 catalytic activity is essential for Polycomb-mediated gene repression

## Introduction

Eukaryotic DNA is wrapped around histone octamers to form nucleosomes and chromatin, which organize DNA within the confines of the nucleus. In addition to this essential packaging role, histones are also post-translationally modified, and this is proposed to regulate important chromatin-based processes (Atlasi and Stunnenberg, 2017, Kouzarides, 2007, Musselman et al., 2012b). For example, removal of enzymes that modify histones around gene promoters can lead to alterations in gene expression (Bannister and Kouzarides, 2011). However, these enzymes often contain multiple conserved domains, some of which are not required for catalysis, and typically form large multi-protein complexes (DesJarlais and Tummino, 2016, Schuettengruber et al., 2017). This has made it challenging to understand the extent to which the catalytic activity of histone modifying enzymes contributes to nuclear processes such as transcription.

The Polycomb repressive system is an essential regulator of developmental gene expression (reviewed in Blackledge et al., 2015, Di Croce and Helin, 2013, Schuettengruber et al., 2017). Polycomb group (PcG) proteins typically belong to one of two multi-protein complexes that have chromatin-modifying activity and repress transcription: Polycomb Repressive Complex 1 (PRC1) is an E3 ubiquitin ligase that mono-ubiquitylates histone H2A at lysine 119 (H2AK119ub1) (de Napoles et al., 2004, Wang et al., 2004a), and Polycomb Repressive Complex 2 (PRC2) is a methyltransferase that mono-, di-, and tri-methylates histone H3 at lysine 27 (H3K27me1, H3K27me2, and H3K27me3) (Cao et al., 2002, Czermin et al., 2002, Kuzmichev et al., 2002, Müller et al., 2002). In vertebrates, PRC1 and PRC2 can recognize target gene promoters associated with CpG islands (CGIs) and form Polycomb chromatin domains that are characterized by high-level enrichment of these complexes and the histone modifications that they deposit (Mikkelsen et al., 2007). Perturbations of Polycomb repressive complexes can lead to alterations in the levels of H2AK119ub1 and H3K27me3 and inappropriate expression of Polycomb target genes (Boyer et al., 2006, Endoh et al., 2008, Endoh et al., 2017, Fursova et al., 2019, Leeb et al., 2010, Pasini et al., 2007, Rose et al., 2016). In turn, these molecular pathologies can cause developmental abnormalities and other human disease states (Pasini and Di Croce, 2016, Poynter and Kadoch, 2016, Richly et al., 2011).

The catalytic core of PRC1 is formed by RING1A or RING1B and one of six PCGF proteins, giving rise to an array of biochemically distinct canonical PRC1 (cPRC1) or variant PRC1 (vPRC1) complexes (Gao et al., 2012, Hauri et al., 2016, Wang et al., 2004a). cPRC1 complexes assemble around PCGF2/4 and bind to chromatin via a CBX subunit that recognizes H3K27me3 (Bernstein et al., 2006, Cao et al., 2002, Wang et al., 2004b). vPRC1 complexes, which can utilize all six PCGFs, incorporate RYBP/YAF2 in place of CBX proteins and do not bind H3K27me3 (Gao et al., 2012, Morey et al., 2013, Tavares et al., 2012). The recruitment of vPRC1 complexes to target sites relies, at least in part, on their DNA-binding activities: PCGF1-vPRC1 associates with KDM2B that recognizes CGIs (Farcas et al., 2012, He et al., 2013, Wu et al., 2013), and PCGF6-vPRC1 associates with MGA/MAX DNA-binding factors (Endoh et al., 2017, Scelfo et al., 2019, Stielow et al., 2018). vPRC1 complexes containing PCGF1/3/5/6 are highly active at catalyzing H2AK119ub1 *in vitro* and deposit the majority of H2AK119ub1 *in vivo*, whereas cPRC1 contributes little to this process (Fursova et al., 2019, Rose et al., 2016, Taherbhoy et al., 2015). The core of PRC2 is composed of EZH1/2, EED, SUZ12, and RBAP46/48 (Cao et al., 2002, Czermin et al., 2002, Kuzmichev et al., 2002). PRC2 complexes are subdivided into PRC2.1 and PRC2.2 based on their accessory subunits. PRC2.1 associates with PCL1/2/3, which bind CpG-rich DNA (Li et al., 2017, Perino et al., 2018) and histone H3 lysine 36 tri-methylation (Ballaré et al., 2012, Brien et al., 2012, Cai et al., 2013, Musselman et al., 2012a). In addition, the EPOP and PALI1/2 subunits of PRC2.1 are thought to fine-tune PRC2.1-dependent gene repression (Beringer et al., 2016, Conway et al., 2018, Liefke et al., 2017). In contrast, PRC2.2 associates with AEBP2 and JARID2, with JARID2 recognizing H2AK119ub1 deposited by PRC1 (Cooper et al., 2016, Kalb et al., 2014).

Early studies dissecting how Polycomb chromatin domains form have proposed a PRC2-initiated hierarchical mechanism whereby PRC2 recruitment to target genes via transcription factors or non-coding RNAs leads to H3K27me3 deposition and subsequent binding of cPRC1 complexes (Cao et al., 2002, Min et al., 2003, Wang et al., 2004b). The self-polymerizing PHC subunits (PHC1/2/3) in cPRC1 complexes can compact chromatin and create long-range interactions between Polycomb target sites, and these H2AK119ub1-independent mechanisms were proposed to underpin Polycomb-mediated gene repression (Eskeland et al., 2010, Francis et al., 2004, Grau et al., 2011, Isono et al., 2013, Kim et al., 2002, Kundu et al., 2017). However, recent work has shown that a PRC2-initiated pathway is not sufficient to explain Polycomb-mediated gene repression, as mouse embryonic stem cells (ESCs) lacking PRC2 or cPRC1 complexes show minimal derepression of Polycomb target genes (Fursova et al., 2019, Riising et al., 2014). In contrast, removal of vPRC1 complexes caused a near-complete loss of H2AK119ub1, erosion of Polycomb chromatin domains, and widespread reactivation of Polycomb target genes (Fursova et al., 2019). These observations suggest that vPRC1 complexes may contribute centrally to Polycomb chromatin domain formation and gene repression via their capacity to deposit H2AK119ub1.

Attempts to dissect the importance of PRC1 catalysis in mammals have yielded conflicting outcomes. RING1B catalytic activity was reported to be non-essential for PRC1-mediated gene repression in mouse ESCs and for early mouse development (Eskeland et al., 2010, Illingworth et al., 2015). However, in these experiments, RING1A-containing PRC1 complexes that can also deposit H2AK119ub1 (Endoh et al., 2012, Leeb et al., 2010) were intact. When RING1B catalysis was disrupted in RING1A null cells, PRC1-mediated gene repression was affected, but less dramatically than by complete removal of RING1A/B (Cohen et al., 2018, Endoh et al., 2012). In these studies, PRC1 catalytic activity was perturbed by substituting isoleucine 53 for alanine in RING1B (I53A) to disrupt the interaction between RING1B and its E2 ubiquitin-conjugating enzyme. However, earlier *in vitro* biochemical analysis suggested that RING1B^I53A^ is hypomorphic (Buchwald et al., 2006), and more recent studies have demonstrated that this mutation is not sufficient to eliminate H2AK119ub1 *in vivo* (Kundu et al., 2017, Tsuboi et al., 2018). In contrast, a double mutation combining I53A and a substitution of glutamic acid 56 to lysine (D56K) appeared to render RING1B catalytically inactive (Tsuboi et al., 2018). Using this double mutation and a neuronal cell fate restriction model, PRC1 catalysis was suggested to play an essential role in gene repression during early neurogenesis but become less important at later stages of development. However, given the small number of genes analyzed in this study, the generality of these conclusions remains to be tested. Therefore, the extent to which PRC1 catalytic activity is required for Polycomb system function remains poorly understood and a point of active debate (Blackledge et al., 2015, Schuettengruber et al., 2017, Simon and Kingston, 2009, Steffen and Ringrose, 2014).

Here, we systematically dissect the role of PRC1 catalytic activity in Polycomb-mediated gene regulation. By developing a new conditional PRC1 catalytic point mutant system in ESCs, we discover that PRC1 catalysis drives PRC2 binding and H3K27me3 at Polycomb target sites. This is necessary for occupancy of cPRC1 complexes, which mediate long-range interactions between Polycomb chromatin domains. Furthermore, we show that variant PRC1 complexes with inherent DNA-binding activities localize to target sites independently of PRC1 catalytic activity, providing a putative mechanism for Polycomb target site selection. Finally, and most importantly, we discover that loss of PRC1 catalysis largely phenocopies the gene expression and cellular defects caused by complete removal of PRC1. Together, these discoveries reveal a fundamental requirement for the catalytic activity of PRC1 in gene repression and Polycomb system function in ESCs.

## Results

### RING1B^I53A/D56K^ Forms Catalytically Inactive PRC1 Complexes

In order to examine the contribution of PRC1 catalysis to Polycomb system function in cells, it was important to first identify a catalytic mutant of RING1B that was capable of forming PRC1 complexes yet completely lacked catalytic activity as validated by *in vitro* biochemical assays. RING1B^D56K^ had previously been shown to inactivate a minimal PRC1 catalytic core complex *in vitro* (Bentley et al., 2011, Taherbhoy et al., 2015), and, when combined with I53A, appeared to produce PRC1 complexes incapable of depositing H2AK119ub1 *in vivo* (Tsuboi et al., 2018). To ensure that RING1B^I53A/D56K^ inactivates PRC1 catalytic activity yet does not disrupt PRC1 complex formation, and to directly compare its activity to RING1B^I53A^, we reconstituted the highly active PCGF1/RING1B/RYBP vPRC1 complex with either wild-type RING1B, RING1B^I53A^, or RING1B^I53A/D56K^ (Figures 1A and S1A). Mutant forms of RING1B were efficiently incorporated into the complex, indicating that they do not disrupt formation of the PRC1 catalytic core (Figure 1A). We then compared the activity of these reconstituted complexes using *in vitro* ubiquitylation assays on recombinant nucleosome substrates (Figure 1B). In agreement with previous reports (Bentley et al., 2011, Buchwald et al., 2006), wild-type PRC1 ubiquitylated histone H2A efficiently, and RING1B^I53A^-containing PRC1 was less active but clearly retained catalytic activity (Figures 1B and 1C). Importantly, however, RING1B^I53A/D56K^-containing PRC1 produced no detectable H2A ubiquitylation (Figures 1B and 1C), indicating that RING1B^I53A/D56K^ completely disrupts PRC1 catalysis.

**Figure 1:**
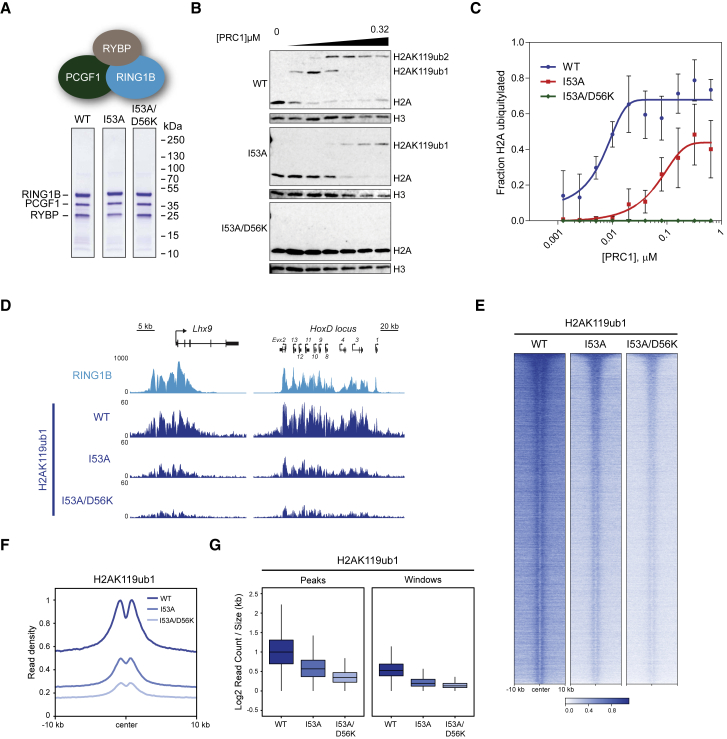
RING1B^I53A/D56K^ Is Catalytically Inactive but Not Sufficient to Eliminate H2AK119ub1 *In Vivo* (A) Coomassie-stained gels of affinity-purified RING1B-PCGF1-RYBP complexes. (B) *In vitro* E3 ubiquitin ligase assays in which conversion of unmodified histone H2A to ubiquitylated forms was measured by western blot with an H2A-specific antibody. An H3-specific antibody was used as a control. (C) Quantification of the mean fraction of histone H2A ubiquitylation across a range of PRC1 concentrations from *in vitro* E3 ubiquitin ligase assays in (B). Error bars show SEM (n = 2 or more). (D) Genomic snapshots of classical RING1B-bound loci, showing cChIP-seq for RING1B in wild-type ESCs and cChIP-seq for H2AK119ub1 in RING1B^WT^, RING1B^I53A^, and RING1B^I53A/D56K^ ESCs. (E) Heatmap analysis of H2AK119ub1 cChIP-seq at RING1B-bound sites in RING1B^WT^, RING1B^I53A^, and RING1B^I53A/D56K^ ESCs. Genomic regions were sorted based on RING1B occupancy in untreated PRC1^CKO^ ESCs. (F) Metaplot analysis of data shown in (E). (G) Boxplots comparing normalized H2AK119ub1 cChIP-seq signal at RING1B-bound sites and 100 kb genomic windows in RING1B^WT^, RING1B^I53A^, and RING1B^I53A/D56K^ ESCs. See also Figure S1.

### RING1B^I53A^ and RING1B^I53A/D56K^ ESCs Retain Significant Levels of H2AK119ub1

To characterize how RING1B^I53A^ and RING1B^I53A/D56K^ affect H2AK119ub1 at the genome scale, we introduced the I53A or I53A/D56K mutations into the endogenous *Ring1b* gene in mouse ESCs (Figure S1B). Western blot analysis revealed that RING1B levels were similar in RING1B^WT^, RING1B^I53A^, and RING1B^I53A/D56K^ cells (Figure S1C), and co-immunoprecipitation experiments demonstrated that PRC1 complexes containing mutant RING1B formed normally (Figure S1D). Next, using calibrated chromatin immunoprecipitation sequencing (cChIP-seq), we found that in RING1B^I53A^ cells, H2AK119ub1 was reduced both at highly enriched RING1B-occupied sites (Figures 1D–1G) and in the low-level blanket throughout the genome (Figure 1G). Importantly, H2AK119ub1 levels were further diminished in RING1B^I53A/D56K^ cells (Figures 1D–1G), and this was also evident in western blot analysis of bulk histones (Figure S1C). These observations support the conclusion that RING1B^I53A^ is hypomorphic, in agreement with our *in vitro* ubiquitylation assays and previous studies in neural stem cells (Tsuboi et al., 2018). Importantly, these analyses also demonstrate that significant levels of H2AK119ub1 remain in RING1B^I53A^ ESCs previously used to test the requirement for PRC1 catalysis in Polycomb system function (Eskeland et al., 2010, Illingworth et al., 2015, Kundu et al., 2017). Furthermore, despite RING1B^I53A/D56K^ being catalytically inactive *in vitro*, RING1B^I53A/D56K^ cells retained some H2AK119ub1, consistent with RING1A contributing to deposition of H2AK119ub1 in ESCs (Endoh et al., 2012, Leeb et al., 2010). We therefore reasoned that complete inactivation of PRC1 catalysis and elimination of H2AK119ub1 would require double catalytic mutations being introduced into both RING1A and RING1B. Engineering the analogous mutations (I50A/D53K) into *Ring1a* was highly efficient, but attempts to combine these mutations with RING1B^I53A/D56K^ yielded no ESC lines. This suggests that PRC1 catalysis may be essential for ESC viability and Polycomb system function.

### A New Conditional Point Mutant System to Inactivate PRC1 Catalysis

Given that we were unable to generate constitutive RING1A^I50A/D53K^;RING1B^I53A/D56K^ ESCs, we set out to develop an ESC line in which removal of PRC1 catalysis could be conditionally induced. To do this, we engineered both endogenous *Ring1b* alleles to contain an I53A/D56K version of the exon encoding the E2 interaction domain in the antisense orientation downstream of the corresponding wild-type exon (Figure 2A). This wild-type/mutant exon pair was flanked by inverted double LoxP/Lox2272 sites, and cells were engineered to express tamoxifen-inducible CRE recombinase. In the absence of tamoxifen (OHT), wild-type RING1B would be expressed, but OHT addition would lead to an inversion event and expression of catalytically inactive RING1B^I53A/D56K^ (Figures 2A and 2B). Importantly, to eliminate the contribution of RING1A, we also constitutively introduced the I50A/D53K mutations into both alleles of endogenous *Ring1a* (Figure 2B).

**Figure 2:**
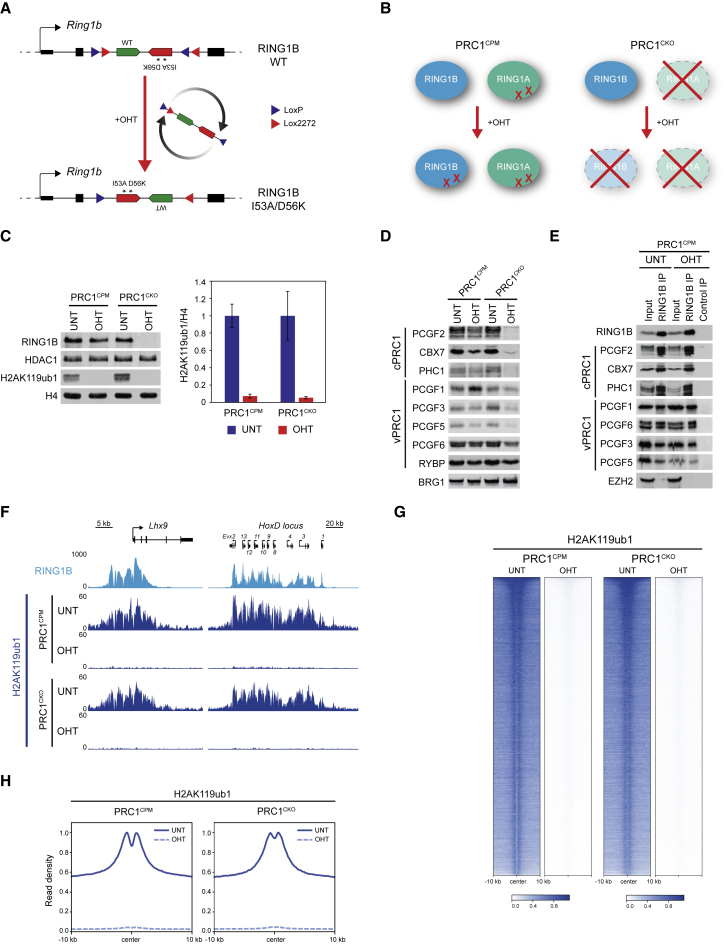
A Conditional Point Mutant System to Inactivate PRC1 Catalysis (A) A schematic of the engineered *Ring1b* locus in the PRC1^CPM^ system before and after OHT addition. (B) A schematic of the PRC1^CPM^ and PRC1^CKO^ ESCs. (C) Western blot analysis of RING1B (with HDAC1 as a loading control) and H2AK119ub1 (with H4 as a loading control) in untreated and OHT-treated PRC1^CPM^ and PRC1^CKO^ cells (left panel). Quantification of H2AK119ub1 levels relative to histone H4. Error bars show SEM (n = 4) (right panel). (D) Western blot analysis of cPRC1- and vPRC1-specific subunits in untreated and OHT-treated PRC1^CPM^ ESCs (with BRG1 as a loading control). (E) Immunoprecipitation of RING1B from untreated and OHT-treated PRC1^CPM^ ESCs followed by western blot for cPRC1 and vPRC1 components. Western blot for EZH2 (a PRC2 component) was used as a negative control. For OHT-treated PRC1^CPM^ ESCs, a control IP was performed with an isotype control antibody. (F) Genomic snapshots of classical RING1B-bound loci, showing cChIP-seq for RING1B in wild-type cells and H2AK119ub1 in PRC1^CPM^ and PRC1^CKO^ cells. (G) Heatmap analysis of H2AK119ub1 cChIP-seq at RING1B-bound sites in PRC1^CPM^ and PRC1^CKO^ cells. Genomic regions were sorted as in Figure 1E. (H) Metaplot analysis of data shown in (G). See also Figure S2.

To validate the functionality of the PRC1 conditional point mutant (PRC1^CPM^) system, we confirmed that *Ring1b* mRNA encoding I53A/D56K was exclusively expressed after 72 h OHT treatment (Figures S2A–S2C). Following OHT treatment, RING1B protein levels were largely unchanged, and RING1B^I53A/D56K^ still occupied Polycomb target sites as assessed by cChIP-seq (Figures 2C and S2D). Furthermore, the levels of other PRC1 subunits were largely unaffected (Figure 2D), and RING1B^I53A/D56K^ was able to form cPRC1 and vPRC1 complexes (Figure 2E). However, in contrast to constitutive RING1B^I53A^ and RING1B^I53A/D56K^ mutant cells, we now observed a complete loss of H2AK119ub1 in the OHT-treated PRC1^CPM^ cells as evident in bulk histone western blot analysis (Figure 2C). We further confirmed a complete loss of H2AK119ub1 genome-wide using cChIP-seq, with H2AK119ub1 no longer found at sites enriched for RING1B or throughout the genome (Figures 2F–2H, S2E, and S2H).

To compare the defects that arise from catalytic inactivation with those that manifest from complete removal of PRC1, we also developed an isogenic ESC line in which both copies of *Ring1a* were constitutively deleted, the first coding exon of both *Ring1b* alleles was flanked by parallel LoxP sites, and OHT-inducible CRE was expressed (Figures 2B and S2F). In this PRC1 conditional knockout (PRC1^CKO^) cell line, RING1B was completely removed following 72 h OHT treatment as evident in western blot and cChIP-seq analysis at Polycomb target sites (Figures 2C and S2D). Importantly, loss of H2AK119ub1 in the OHT-treated PRC1^CKO^ cells was identical to that observed in the PRC1^CPM^ cells (Figures 2C, 2F–2H, S2G, and S2H). However, in contrast to the PRC1^CPM^ cells, cPRC1-specific subunits were almost undetectable when RING1A/B were removed, suggesting that the stability of these proteins requires an intact PRC1 complex (Figure 2D). The combination of isogenic PRC1^CPM^ and PRC1^CKO^ ESC lines (Figure 2B) now provided us with the opportunity to directly test the contribution of PRC1 catalysis to Polycomb chromatin domain formation, and ultimately define whether catalysis by PRC1 is required for gene repression by the Polycomb system.

### PRC2 Binding and Deposition of H3K27me3 at Polycomb Target Sites Is Disrupted in the Absence of PRC1 Catalysis

We have previously demonstrated that PRC1 removal causes a dramatic reduction of PRC2 binding and H3K27me3 at Polycomb target sites, indicating a requirement for PRC1 in normal Polycomb chromatin domain formation (Blackledge et al., 2014, Fursova et al., 2019, Rose et al., 2016). To test whether this requires catalysis, we performed cChIP-seq for SUZ12 and H3K27me3 in the PRC1^CPM^ and PRC1^CKO^ ESCs. In untreated cells, SUZ12 binding occurred at sites also occupied by RING1B (Figures 3A, S3A, and S3B), but strikingly in the OHT-treated PRC1^CPM^ cells we observed a dramatic reduction in the levels of both SUZ12 and H3K27me3 at these sites (Figures 3A–3D, S3C, and S3D). Importantly, this recapitulated the changes observed in the OHT-treated PRC1^CKO^ cells (Figures 3B, 3C, 3E, 3F, S3C, and S3D).

**Figure 3:**
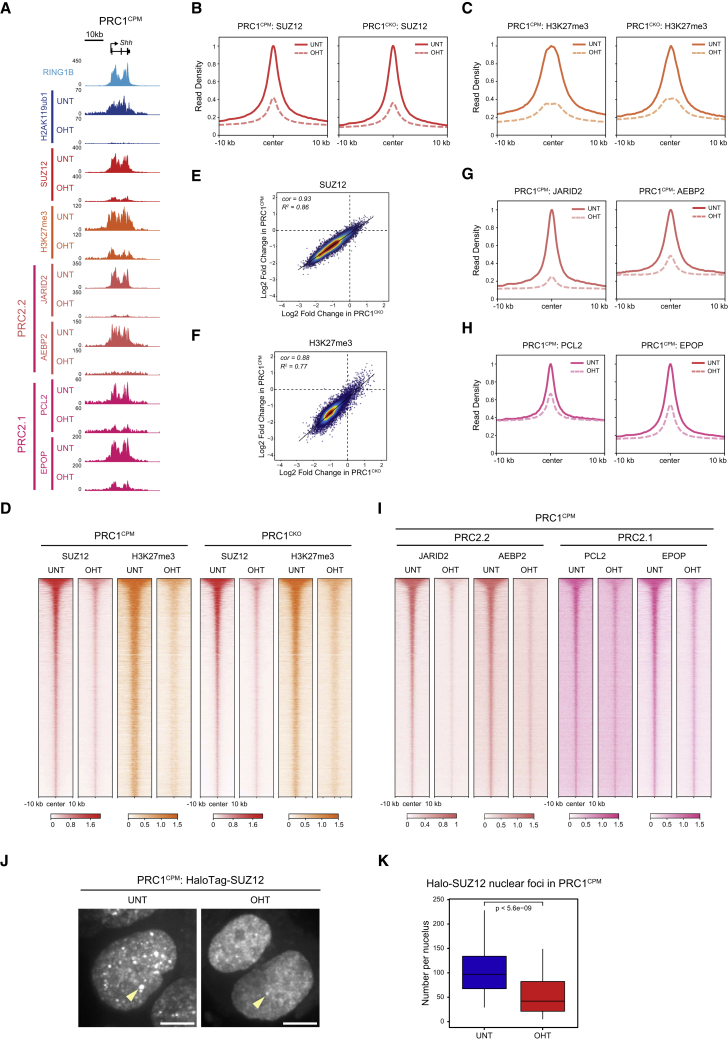
PRC2 Binding and H3K27me3 Deposition at Polycomb Target Sites Rely on PRC1 Catalytic Activity (A) Genomic snapshot of a Polycomb target gene showing cChIP-seq for RING1B, H2AK119ub1, SUZ12, H3K27me3, JARID2, AEBP2, PCL2, and EPOP in PRC1^CPM^ cells. (B) Metaplot analysis of SUZ12 cChIP-seq at PcG-occupied sites in PRC1^CPM^ and PRC1^CKO^ cells. (C) As in (B) for H3K27me3 cChIP-seq. (D) Heatmap analysis of cChIP-seq data shown in (B) and (C). Genomic regions were sorted based on RING1B occupancy in untreated PRC1^CKO^ ESCs. (E) A scatterplot comparing the log2 fold changes in SUZ12 levels at PcG-occupied sites in PRC1^CPM^ and PRC1^CKO^ ESCs. *R*^*2*^ represents coefficient of determination for linear regression and *cor* denotes Pearson correlation coefficient. (F) As in (E) for H3K27me3 cChIP-seq. (G) Metaplot analysis of PRC2.2-specific subunits JARID2 and AEBP2 cChIP-seq at PcG-occupied sites in PRC1^CPM^ cells. (H) As in (G) for PRC2.1-specific subunits PCL2 and EPOP. (I) Heatmap analysis of cChIP-seq data shown in (G) and (H). Genomic regions were sorted as in (D). (J) Maximum intensity projections of JF_549_-Halo-SUZ12 signal in PRC1^CPM^ ESCs. Examples of SUZ12 nuclear foci (Polycomb bodies) are indicated by arrowheads. Scale bar is 5 μm. (K) Boxplots comparing the number of JF_549_-Halo-SUZ12 nuclear foci in PRC1^CPM^ ESCs before (n_cells_ = 55) and after (n_cells_ = 52) OHT treatment. Cells from two independent experiments were analyzed. P values denote statistical significance calculated by a Student’s t test. See also Figure S3.

Some residual SUZ12 binding and H3K27me3 remained at target sites in both the OHT-treated PRC1^CKO^ and PRC1^CPM^ cells (Figures 3A–3D). To examine whether this corresponded to retention of either PRC2.1 or PRC2.2, we performed cChIP-seq for JARID2, a PRC2.2-specific subunit that directly binds H2AK119ub1, in the PRC1^CPM^ cells (Cooper et al., 2016, Kalb et al., 2014). Following removal of PRC1 catalysis, we observed a near-complete loss of JARID2 binding at Polycomb target sites (Figures 3A, 3G, 3I, and S3E). We also observed a reduction in JARID2 protein levels in the OHT-treated PRC1^CPM^ cells (Figure S3G), suggesting that chromatin binding may be required for JARID2 stability. Binding of AEBP2, another PRC2.2 subunit, was also lost, confirming that PRC2.2 occupancy requires H2AK119ub1 (Figures 3A, 3G, 3I, and S3E). Next, we examined occupancy of the PRC2.1-specific subunits PCL2 and EPOP following PRC1 catalytic inactivation. This revealed that PCL2 and EPOP binding at Polycomb target sites was reduced in the OHT-treated PRC1^CPM^ cells, albeit to a lesser extent than that of JARID2 and AEBP2 (Figures 3A, 3H, 3I, S3F, and S3H). Importantly, some PRC2.1 occupancy was clearly retained in the absence of PRC1 catalysis, possibly due to the DNA binding activity of PCL1/2/3 proteins (Li et al., 2017, Perino et al., 2018), which contribute to PRC2.1 occupancy at target sites in ESCs (Healy et al., 2019, Højfeldt et al., 2019, Perino et al., 2019).

In the nucleus, PcG proteins are enriched at cytological foci, called Polycomb bodies, which contain Polycomb-repressed genes (Cheutin and Cavalli, 2012, Isono et al., 2013, Saurin et al., 1998). To examine whether the major reductions in PRC2 enrichment observed at target sites in fixed cells by cChIP-seq were also evident in live cells, we examined nuclear localization of endogenous SUZ12 protein fused with HaloTag in PRC1^CPM^ cells. In untreated PRC1^CPM^ cells, we observed approximately one hundred SUZ12 nuclear foci per cell with a wide range of sizes and intensities (Figures 3J, 3K, and S3I). Following loss of PRC1 catalytic activity, the number, size, and intensity of SUZ12 foci were dramatically reduced, indicating that normal PRC2 localization in live cells was disrupted (Figures 3J, 3K, S3I, and S3J).

### PRC1 Catalytic Activity Is Required for Canonical PRC1 Occupancy and Long-Range Polycomb Chromatin Domain Interactions

At Polycomb target sites, PRC2-deposited H3K27me3 is recognized by cPRC1 complexes, which can mediate long-range interactions between Polycomb chromatin domains. Previous work has reported that these interactions are diminished in the absence of RING1B but intact in RING1B^I53A^ cells (Eskeland et al., 2010, Kundu et al., 2017), leading to the conclusion that Polycomb chromatin domain interactions do not require PRC1 catalysis. Given the hypomorphic nature of RING1B^I53A^ and our observation that H3K27me3 levels are dramatically reduced in the OHT-treated PRC1^CPM^ cells, we wanted to determine whether cPRC1 binding and long-range Polycomb chromatin domain interactions were affected when PRC1 catalysis was completely removed. To this end, we carried out cChIP-seq for PCGF2, a core component of cPRC1 complexes in ESCs (Morey et al., 2015). In untreated PRC1^CPM^ cells, PCGF2 was enriched at RING1B-bound regions with high levels of PRC2 and H3K27me3 (Figures 4A, S4A, and S4B). Importantly, following OHT treatment, PCGF2 occupancy at target sites was majorly reduced, as was the binding of the cPRC1 component PHC1 (Figures 4A–4D and S4C).

**Figure 4:**
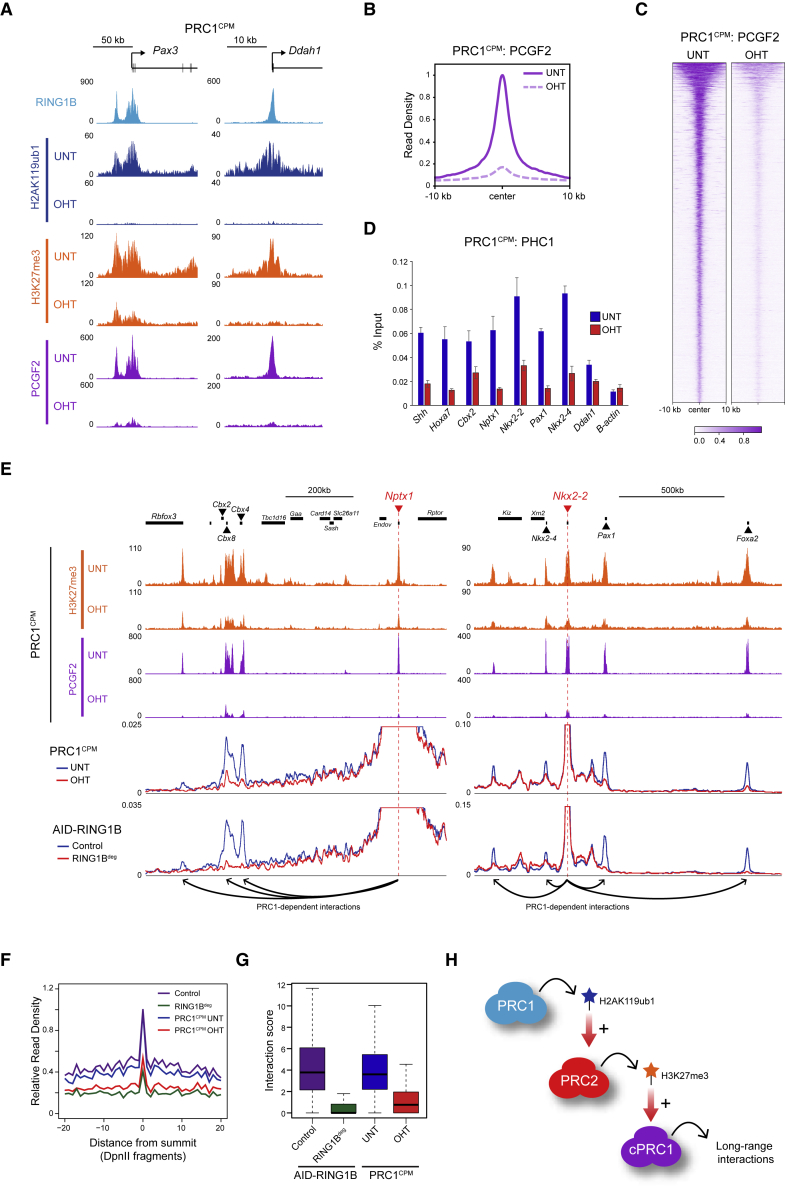
PRC1 Catalytic Activity Drives Canonical PRC1 Occupancy and Long-Range Polycomb Chromatin Domain Interactions (A) Genomic snapshots of Polycomb target genes, showing cChIP-seq for RING1B, H2AK119ub1, H3K27me3, and PCGF2 (cPRC1) in PRC1^CPM^ cells. (B) Metaplot analysis of PCGF2 cChIP-seq at PCGF2 target sites in PRC1^CPM^ cells. (C) Heatmap analysis of data shown in (B). Genomic regions were sorted based on RING1B occupancy in untreated PRC1^CKO^ ESCs. (D) ChIP-qPCR for PHC1 at a panel of Polycomb target genes in PRC1^CPM^ cells. B-actin is an active gene not bound by PHC1. Error bars show SEM (n = 3). (E) Genomic snapshots of two regions encompassing classical Polycomb target sites used as baits in CaptureC (bait probe positions are marked by dashed red lines). H3K27me3 and PCGF2 cChIP-seq data in PRC1^CPM^ cells are shown at the top. Below is the bait interaction landscape measured by CaptureC in PRC1^CPM^ cells (untreated and OHT-treated) and auxin-treated *Ring1a*^*−/−*^;AID-RING1B (RING1B^deg^) ESCs (relative to the Control cell line with intact PRC1). Arrows illustrate long-range PRC1-dependent interactions. (F) Meta-analysis of interactions between bait Polycomb target regions and other PCGF2 target sites (n = 130) in cells described in (E). Read density is shown relative to the untreated PRC1^CPM^ cells. (G) Boxplot analysis of CHiCAGO scores for the interactions between the bait Polycomb target regions and other PCGF2 target sites (n = 130) for cells described in (E). (H) A schematic summarizing the model in which deposition of H2AK119ub1 by PRC1 drives accumulation of PRC2 and deposition of H3K27me3 at target sites, promoting cPRC1 binding and long-range interactions between these regions. See also Figure S4.

Next, we used CaptureC (Hughes et al., 2014) to examine interaction profiles for 24 classical Polycomb target genes that are highly enriched with PCGF2 and RING1B (Figure S4D). Strikingly, this revealed that long-range interactions between these regions and other classical Polycomb target sites were largely abolished in the OHT-treated PRC1^CPM^ cells, and this effect was highly comparable to that observed following complete removal of PRC1 using a degron approach (Figures 4E–4G and S4E) (Rhodes et al., 2019). Together, these observations support a model whereby PRC1 catalytic activity drives a sequence of downstream events, including PRC2 binding, deposition of H3K27me3, and recruitment of canonical PRC1, which culminate in the formation of Polycomb chromatin domains that can engage in long-range interactions (Figure 4H).

### Variant PRC1 Complexes Occupy Polycomb Target Sites Independently of PRC1 Catalysis

While cPRC1 complexes account for a significant proportion of RING1B occupancy at established Polycomb chromatin domains (Fursova et al., 2019, Morey et al., 2015), this is a downstream consequence of PRC1 catalysis (Figure 4). Therefore, we reasoned that in the absence of PRC1 catalytic activity and cPRC1 binding, the mechanisms responsible for PRC1 target site selection may be unmasked. To examine this possibility, we examined RING1B occupancy in PRC1^CPM^ cells before and after OHT treatment and compared this to the binding of other Polycomb factors and chromatin features. In untreated PRC1^CPM^ cells, RING1B binding correlated strongly with levels of PCGF2 and PRC2, consistent with a prominent role for cPRC1 in shaping RING1B occupancy (Figures 5A, 5D, 5E, S5A, S5E, and S5F). Following OHT treatment, RING1B binding was majorly reduced at sites that normally have high levels of PRC1 and PRC2 and now correlated only modestly with cPRC1 or PRC2 occupancy (Figures 5A, 5D, 5E, S5A, S5B, S5E, and S5F). Interestingly, RING1B levels were unchanged or even increased in OHT-treated PRC1^CPM^ cells at a large number of sites that normally have low to moderate enrichment of PRC1 and PRC2 (Figures 5A, 5D, S5A, and S5B). Similar effects were observed by live-cell imaging of Polycomb foci in untreated and OHT-treated PRC1^CPM^ cells in which we added a HaloTag to endogenous RING1B (Figures 5B and S5D). Following loss of PRC1 catalysis, the total number, average size, and intensity of nuclear RING1B foci were only modestly reduced (Figures 5B, 5C, and S5C). However, we observed a dramatic reduction in the number of bright RING1B foci in OHT-treated PRC1^CPM^ cells, while the number of less intense foci was largely unaffected (Figures 5B, 5C, S5C, and S5D). Together, this indicates that while high-level enrichment of RING1B at Polycomb chromatin domains requires PRC1 catalytic activity, there exists low-level RING1B binding across all target sites that is independent of PRC1 catalysis.

**Figure 5:**
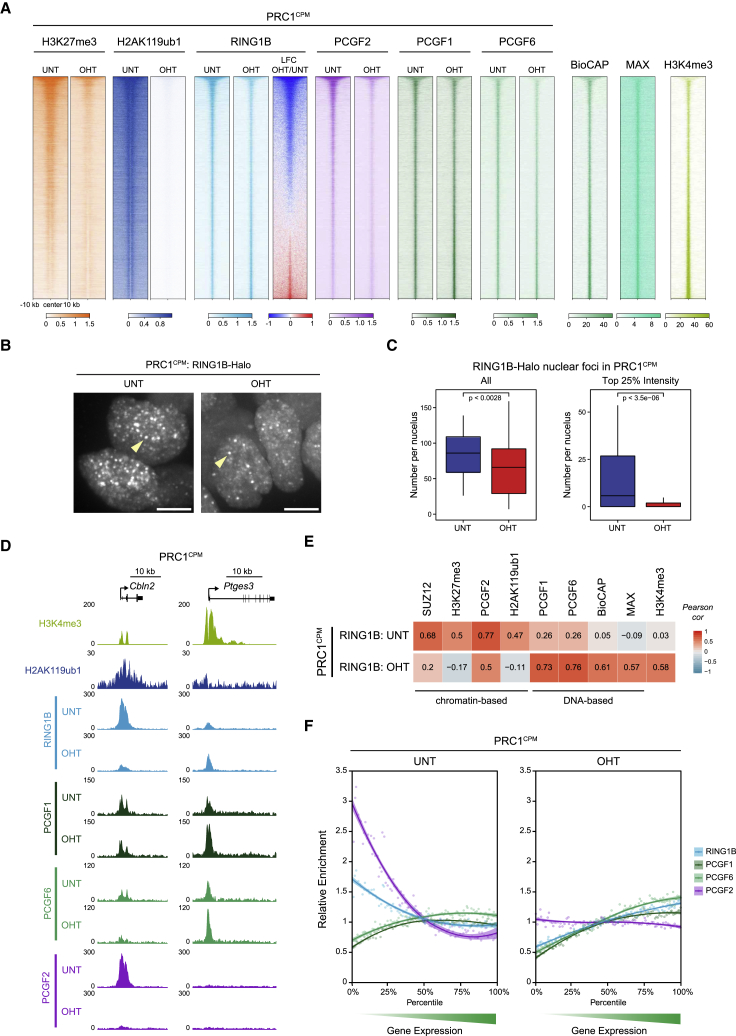
Variant PRC1 Complexes Occupy Polycomb Target Sites Independently of PRC1 Catalysis (A) Heatmap analysis of cChIP-seq for H3K27me3, H2AK119ub1, RING1B, PCGF2, PCGF1, and PCGF6 at RING1B-bound sites in PRC1^CPM^ cells. Also shown is BioCAP-seq (measure of non-methylated CpG-rich DNA) and ChIP-seq for MAX and H3K4me3 in wild-type ESCs. Genomic intervals were sorted based on log2 fold change in RING1B occupancy following OHT treatment in PRC1^CPM^ ESCs. (B) Maximum intensity projections of RING1B-Halo-JF_549_ signal in PRC1^CPM^ ESCs. Examples of RING1B nuclear foci are indicated by arrowheads. Scale bar is 5 μm. (C) Boxplots comparing the number of all (left panel) or top 25% highest intensity (right panel) RING1B-Halo-JF_549_ foci per nucleus in PRC1^CPM^ ESCs before (n_cells_ = 69) and after (n_cells_ = 83) OHT treatment. Cells from two independent experiments were analyzed. P values denote statistical significance calculated by a Student’s t test. (D) Genomic snapshots of two genes showing cChIP-seq for RING1B, PCGF1, PCGF6, and PCGF2 in PRC1^CPM^ ESCs. H2AK119ub1 cChIP-seq in untreated cells and H3K4me3 ChIP-seq in wild-type ESCs is also shown. *Cbln2* is a lowly transcribed gene with high-level RING1B occupancy and *Ptges3* is a more highly transcribed gene. (E) Correlation of cChIP-seq signal for RING1B with PRC2 (SUZ12 and H3K27me3) and PRC1 (PCGF2, PCGF1, PCGF6, and H2AK119ub1) in untreated and OHT-treated PRC1^CPM^ ESCs. Correlation with BioCAP-seq and ChIP-seq for MAX and H3K4me3 in wild-type ESCs is also shown. (F) Relative enrichment of RING1B, PCGF1, PCGF6, and PCGF2 cChIP-seq signal in PRC1^CPM^ ESCs across promoter-proximal RING1B-bound sites divided into percentiles based on the expression level of the associated gene in untreated PRC1^CPM^ cells. For each factor, enrichment is shown relative to the fiftieth percentile. Lines represent smoothed conditional means based on loess local regression fitting. See also Figure S5.

To explore the features associated with RING1B occupancy in the absence of PRC1 catalytic activity, we focused on the PCGF1- and PCGF6-containing vPRC1 complexes, both of which have DNA-binding modules. PCGF1-PRC1 contains KDM2B, a ZF-CXXC domain protein that binds non-methylated CpGs (Farcas et al., 2012, He et al., 2013, Wu et al., 2013), while PCGF6-PRC1 incorporates MAX/MGA DNA-binding factors (Gao et al., 2012, Ogawa et al., 2002). In untreated PRC1^CPM^ cells, cChIP-seq for PCGF1 and PCGF6 revealed a broad and uniform binding of both factors across all RING1B-occupied sites, which correlated poorly with RING1B levels (Figures 5A, 5D, 5E, S5A, and S5G). Importantly, in the OHT-treated PRC1^CPM^ cells, we observed a strong correlation between RING1B occupancy and binding of PCGF1 and PCGF6, as well as with non-methylated CpG-rich DNA and MAX binding (Figures 5A, 5E, S5G, and S5H). Furthermore, occupancy of PCGF1 and PCGF6 was only modestly affected by loss of PRC1 catalytic activity, indicating that binding of these vPRC1 complexes is largely independent of PRC1 catalysis and Polycomb chromatin domain formation (Figures 5A, 5D, S5A, and S5B).

We and others have proposed that transcription may counteract formation of Polycomb chromatin domains (Jermann et al., 2014, Klose et al., 2013, Riising et al., 2014, Vernimmen et al., 2011). In support of this idea, in untreated PRC1^CPM^ cells, the highest levels of RING1B and PCGF2 were associated with promoters of lowly transcribed genes that were enriched for H3K27me3 and H2AK119ub1, but not H3K4me3 (Figures 5A, 5F, S5I, and S5J). In contrast, more actively transcribed RING1B targets exhibited low levels of H2AK119ub1, PRC2, H3K27me3, and cPRC1, despite being occupied by similar levels of the PCGF1- and PCGF6-containing vPRC1 complexes. Importantly, in OHT-treated PRC1^CPM^ cells, high RING1B enrichment at lowly transcribed genes was lost, uncovering a uniform RING1B distribution across target sites that mirrored PCGF1 and PCGF6 occupancy (Figures 5A, 5D, 5F, S5I, and S5J). Together, these observations are consistent with a model in which the PCGF1- and PCGF6-containing vPRC1 complexes broadly engage with target sites via their DNA-binding domains, which, in the absence of counteracting features associated with active transcription, leads to high-level H2AK119ub1 deposition and Polycomb chromatin domain formation.

### The Catalytic Activity of PRC1 Is Required for Polycomb-Mediated Gene Repression

To address whether catalysis by PRC1 is required for transcriptional repression, we carried out calibrated RNA-seq (cRNA-seq) in the PRC1^CPM^ and PRC1^CKO^ ESCs before and after OHT treatment. 

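In this cRNA-seq experiment, each of the 2 ESC lines was taken untreated and after 72 h with 800 nM OHT, in 3 biological replicates, which gives 12 libraries. OHT removes RING1B from PRC1 CKO cells, which lack RING1A. In PRC1 CPM cells it leaves only the catalytically inactive forms of RING1A and RING1B. *Drosophila* SG4 cells were mixed with the ESCs before RNA extraction, so that expression could be calibrated to cell number. The authors removed rRNA reads and PCR duplicates, kept reads aligned to a unique place in mm10, and counted them over gene bodies. The authors' deposited table holds these counts divided by one size factor per library, as normalised read counts. Multiplied by that size factor, 100% of the deposited values are whole reads, so the reads behind each value could be recovered. Summed over transcripts, a library had between 14668159 and 27016156 reads on genes, with reads shared by transcripts of one gene counted for each of them. The medians of the 3 replicates were 20998133 for untreated PRC1 CKO, 24004077 for OHT-treated PRC1 CKO, 19062652 for untreated PRC1 CPM and 23164194 for OHT-treated PRC1 CPM cells. The most abundant gene held at most 0.640% of a library's reads and the 100 most abundant genes at most 9.74%. For the comparisons between conditions, log2(normalised read count + 1) was fitted with limma across all 12 libraries, with 1 mean for each of the 4 conditions. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, and 16940 genes with at least 10 reads in at least 3 libraries were tested.

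The genes that encode the catalytic subunits still gave reads in all conditions. *Ring1* (NM_009066), which encodes RING1A, lies on chromosome 17 of GRCm38 from 34020792 to 34024680. It had 196 to 265 reads in untreated and 262 to 311 in OHT-treated PRC1 CKO libraries, and 92 to 193 and 135 to 167 in the corresponding PRC1 CPM libraries. In PRC1 CKO cells the first exons of this gene are deleted, so its reads there come from the rest of the gene. They do not measure an intact transcript, and the counts of the lines are not directly comparable. *Rnf2* (NM_011277), which encodes RING1B, lies on chromosome 1 from 151469406 to 151500823. The exon with its start codon spans 151478537 to 151478625 and makes up 89 of the exon bases, or 2.78%, so a count over the gene body hardly registers its loss. The normalised read count of *Rnf2* was 1526 ± 201 (SD, n = 3) in untreated and 1546 ± 50.8 (SD, n = 3) in OHT-treated PRC1 CKO cells. Its log2 fold change was 0.027 in PRC1 CKO (standard error 0.21, adjusted p = 0.963 from limma) and -0.17 in PRC1 CPM cells (standard error 0.21, adjusted p = 0.763), and both signs changed with the normalisation.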

Loss of PRC1 in PRC1^CKO^ cells resulted in derepression of approximately 3,000 genes, most of which were Polycomb target genes (Figures 6A and 6C). This is consistent with PRC1 playing the central role in Polycomb-mediated gene repression in ESCs (Endoh et al., 2008, Fursova et al., 2019). 

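In PRC1 CKO cells, 2787 of the genes tested were expressed at higher levels after OHT treatment and 524 at lower levels, so that 84.2% of the changes were increases. The median log2 fold change over all genes tested was 0.12. When the replicate number was added to the fit as a block, 3435 genes were higher and 823 lower. Libraries with the same replicate number in different conditions deviated from their group means in a similar way, with a mean correlation of 0.205 over 18 pairs. The mean over the 36 pairs with different numbers was -0.102. Deviations from a group mean cancel out within the group, so this second value follows from the first and is not a separate baseline. A test against a change of 1.5-fold in place of a filter on the fold change (limma treat) left 1436 genes higher and 84 lower. Across the 12 fits that each left out one library, the number of higher genes ranged from 2016 to 3729, and 1822 of the 2787 genes were called in every one of them. Of these 2787 genes, 2753 (98.8%) are also called higher in the authors' deposited table, as are 513 of the 524 lower genes (97.9%) called lower there. The authors' deposited table itself calls 3240 genes higher and 739 lower.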

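In PRC1 CPM cells, 2226 genes were expressed at higher levels after OHT treatment and 237 at lower levels, with 90.4% of the changes being increases and a median log2 fold change of 0.10 over all genes tested. With the replicate block, these numbers were 3033 and 461. Both lines shared 1957 of the higher genes, and 1956 of them rose in each of the 3 same-numbered pairs of libraries of both lines. The shared genes made up 87.9% of the genes higher in PRC1 CPM cells and 70.2% of those higher in PRC1 CKO cells. A further 830 genes passed the threshold only in PRC1 CKO cells, of which 820 also had a log2 fold change above 0 in PRC1 CPM cells, and 269 passed it only in PRC1 CPM cells. Among the lower genes, 183 were shared and all of them fell in each same-numbered pair of both lines. The number of genes higher in PRC1 CPM cells rose to 3628, and the lower genes decreased to 75, when the spike-in reads were not corrected by gDNA-seq. That scale moved the median log2 fold change of all genes from 0.10 to 0.40 in PRC1 CPM cells. In PRC1 CKO cells it moved the median from 0.12 to -0.029, with 2207 genes higher and 698 lower. The authors' deposited table calls 2828 genes higher and 399 lower in PRC1 CPM cells, and 2446 higher in both lines.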

Strikingly, removal of PRC1 catalysis resulted in derepression of a similar number of genes, and a comparable proportion of these were Polycomb targets (Figures 6A and 6C). 

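Across the genes tested, the log2 fold changes after OHT treatment in PRC1 CKO and PRC1 CPM cells had a Pearson correlation coefficient of 0.877. This corresponds to a coefficient of determination of 0.770. Genes are not independent replicates, so no p-value is attached to the coefficient. When the change of a single OHT-treated library of one line was compared with that of a single library of the other, the 9 coefficients lay between 0.788 and 0.843, all below 0.877. Those of the 3 same-numbered pairs of OHT-treated libraries had an SD of 0.0279. These 3 share the means of the untreated libraries, so this SD leaves out the untreated spread. Within the 2787 genes higher in PRC1 CKO cells the coefficient was 0.817, and 99.6% of these genes also had a log2 fold change above 0 in PRC1 CPM cells. The slope of the PRC1 CPM on the PRC1 CKO log2 fold changes among them was 0.712. Without a filter on low counts, which adds genes with few reads, the coefficient over all libraries was 0.796. In the authors' deposited table the coefficient is 0.884.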

A more detailed comparison of the gene expression alterations following OHT treatment in PRC1^CKO^ and PRC1^CPM^ ESCs revealed a strong correlation in the magnitude of gene expression changes between these cell lines, both for all genes and for PRC1-repressed genes (Figures 6B, S6A, and S6B). Together, these observations indicate that PRC1 catalytic activity is central to Polycomb-mediated gene repression.

**Figure 6:**
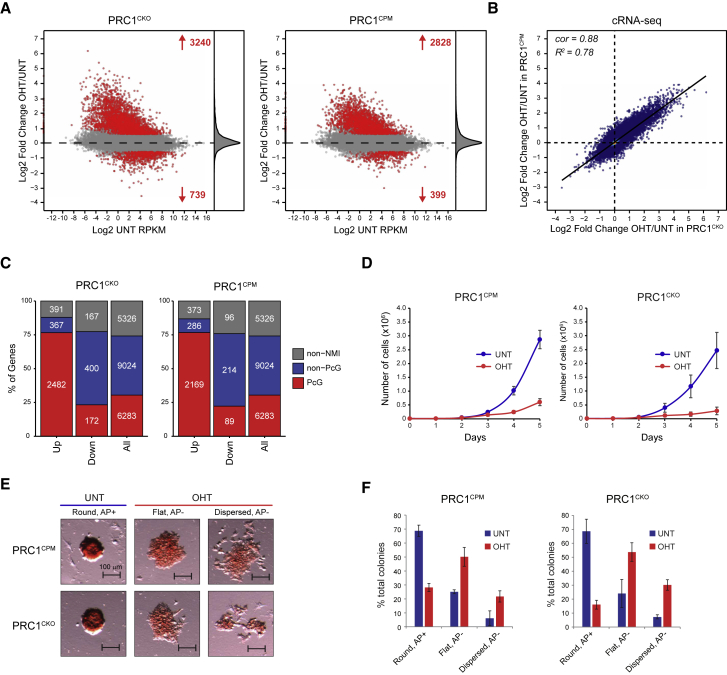
PRC1 Catalytic Activity Is Required for PRC1-Mediated Gene Repression and ESC Viability (A) MA-plots of log2 fold changes in gene expression (cRNA-seq) in PRC1^CKO^ and PRC1^CPM^ ESCs. Significant gene expression changes (p-adj < 0.05 and > 1.5-fold) are shown in red. Density of gene expression changes is shown on the right. (B) A scatterplot comparing the log2 fold changes in gene expression (cRNA-seq) in PRC1^CKO^ and PRC1^CPM^ ESCs for all genes. *R*^*2*^ represents coefficient of determination for linear regression and *cor* denotes Pearson correlation coefficient. (C) A bar plot illustrating the distribution of gene expression changes (p-adj < 0.05 and > 1.5-fold) in PRC1^CKO^ and PRC1^CPM^ ESCs between different gene classes: genes lacking a non-methylated CGI (Non-NMI), non-Polycomb-occupied genes (Non-PcG), and Polycomb-occupied genes (PcG). (D) A growth curve assay in PRC1^CPM^ and PRC1^CKO^ ESCs. Error bars show SEM (n = 6). (E) Examples of typical ESC colony morphology and alkaline phosphatase (AP) staining in PRC1^CPM^ and PRC1^CKO^ ESCs. Untreated colonies for both cell lines were typically round with high levels of AP activity (Round, AP+), while following OHT treatment colonies were either flat with lower levels of AP activity (Flat, AP−) or dispersed with lower levels of AP activity (Dispersed, AP−). (F) Quantification of morphology and AP staining in PRC1^CPM^ and PRC1^CKO^ ESCs according to classification in (E). For each cell line (UNT and OHT), at least 100 colonies were counted. Error bars show SEM (n = 3). See also Figure S6.

In agreement with PRC1 being essential for mouse ESC viability (Endoh et al., 2008), OHT-treated PRC1^CKO^ cells exhibited a marked reduction in proliferation (Figure 6D). Importantly, this effect was largely recapitulated in the OHT-treated PRC1^CPM^ cells, highlighting an essential role for PRC1 catalytic activity in ESC viability. Furthermore, following removal of PRC1 catalysis, we observed a change in ESC morphology and a reduction in alkaline phosphatase (AP) staining (Figures 6E and 6F). This effect was comparable to that observed in the OHT-treated PRC1^CKO^ cells, albeit slightly lesser in magnitude (Figures 6E and 6F). However, importantly, both in the OHT-treated PRC1^CPM^ and PRC1^CKO^ cells, the expression of key pluripotency factors was only modestly affected (Figure S6C), implying only a partial exit from pluripotency. This suggests that the majority of gene expression changes observed during the short time frame of our conditional perturbations are a direct consequence of PRC1 removal or PRC1 catalytic inactivation and not a secondary effect of ESC differentiation. This is further supported by the fact that approximately 75% of the reactivated genes in the OHT-treated PRC1^CKO^ and PRC1^CPM^ cells corresponded to classical Polycomb target genes occupied by both RING1B and SUZ12 (Figure 6C).

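Of 18 pluripotency factors, 17 had enough reads to be tested. Their log2 fold changes after OHT treatment ranged from -1.47 to 0.56 in PRC1 CKO cells, with a median of -0.47, and from -1.08 to 0.97 in PRC1 CPM cells, with a median of -0.15. Relative to the median of all genes, these medians were -0.59 and -0.25. In PRC1 CKO cells, 6 of the 17 genes were called lower and none higher. They were *Klf2* (log2 fold change -1.47, standard error 0.23, adjusted p = 8.2e-07 from limma), *Fgf4* (-1.06), *Nr0b1* (-1.06), *Sox2* (-0.89), *Utf1* (-0.79) and *Prdm14* (-0.76). In PRC1 CPM cells 3 were called lower, namely *Nr0b1* (-1.08, standard error 0.26, adjusted p = 0.00188), *Klf2* (-1.04) and *Fgf4* (-0.85), and *Tbx3* was called higher (0.97, standard error 0.20, adjusted p = 0.000299). The replicate block and adjustment over the 17 genes alone each gave the same numbers of calls. The lower expression of the list in PRC1 CPM cells depended on the scale. Without the gDNA-seq correction its median was 0.15, with 10 of the 17 genes above 0, although it stayed at -0.25 relative to all genes. *Pou5f1*, which encodes OCT4, and *Nanog* were chosen after their values were seen. *Pou5f1* changed by -0.56 in PRC1 CKO (standard error 0.23, adjusted p = 0.0778) and by -0.25 in PRC1 CPM cells (standard error 0.23, adjusted p = 0.630). *Nanog* changed by -0.22 (standard error 0.20, adjusted p = 0.572) and 0.37 (standard error 0.20, adjusted p = 0.286). In the limma fit with the replicate block, the adjusted p of *Pou5f1* was 8.6e-05 in PRC1 CKO and 0.134 in PRC1 CPM cells. That of *Nanog* was 0.191 and 0.0170. The fold changes stayed under 1.5, so neither gene was called.

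**Figure D1:**
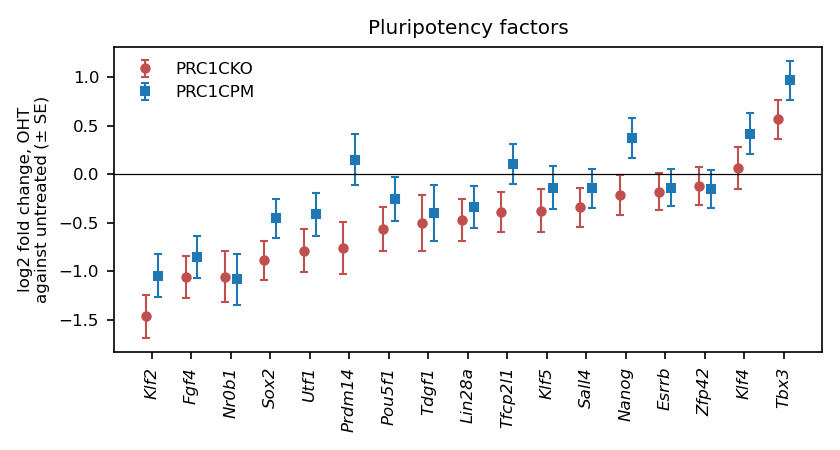
Log2 fold change of 17 pluripotency factors after OHT treatment in PRC1 CKO (circles) and PRC1 CPM cells (squares), with the standard error of the limma fit as bars (n = 3 replicates per condition). The genes are ordered by their change in PRC1 CKO cells, from -1.47 for *Klf2* to 0.56 for *Tbx3*; on the scale without the gDNA-seq correction, 10 of the PRC1 CPM values lie above 0.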

Loss of PRC1 catalytic activity largely recapitulated the gene expression defects that manifest when PRC1 is completely removed (Figures 6B, S6A, and S6B). However, we found a small number of PRC1-repressed genes (241) which were derepressed to a lesser extent in the OHT-treated PRC1^CPM^ compared to the PRC1^CKO^ ESCs (Figures 7A, 7B, 7D, and 7E). These tended to have large Polycomb chromatin domains that were highly enriched with cPRC1 and H3K27me3 in untreated cells and retained low levels of cPRC1 binding in the OHT-treated PRC1^CPM^ cells (Figures 7E and S7A–S7C). This suggests that residual cPRC1 present at the promoters of these genes may contribute to their silencing in the absence of PRC1 catalysis. Nevertheless, repression of this small subset of genes still heavily relied on PRC1 catalytic activity, as removal of cPRC1 alone caused only a modest increase in their expression (Figure 7A). 

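The 5 largest increases in PRC1 CKO cells, among genes called in both lines and changed the same way in every replicate, were those of *Ebf2* (NM_001276387, chromosome 14, 67233292 to 67430952), *Hoxd11*, *Hoxa11*, *Hoxa11os* and *Pax3*. The log2 fold change of *Ebf2* was 7.22 in PRC1 CKO cells (standard error 0.38, adjusted p = 2.1e-20 from limma) and 3.73 in PRC1 CPM cells (standard error 0.38, adjusted p = 1.2e-10). In untreated PRC1 CKO libraries *Ebf2* had only 2 to 8 reads, which leaves its fold change dependent on the pseudocount. The log2 fold changes in PRC1 CKO and PRC1 CPM cells were 6.64 and 3.53 for *Hoxd11*, 6.53 and 2.82 for *Hoxa11*, 6.19 and 5.40 for *Hoxa11os*, and 5.97 and 4.03 for *Pax3*. *Hoxa11* had 0 reads in all untreated PRC1 CKO libraries and *Hoxa11os* at most 2, and *Hoxa11os* had 0 in all untreated PRC1 CPM libraries, so their sizes also rest on the pseudocount. With a pseudocount of 0.1, *Hoxa11os* rose by 7.61 in PRC1 CKO and 8.69 in PRC1 CPM cells, which reverses the order of the lines, and in PRC1 CKO cells *Hoxd11* changed by 8.93 and *9430069I07Rik* by -7.10. The 5 largest decreases were those of *9430069I07Rik* (-4.74 in PRC1 CKO and -2.80 in PRC1 CPM cells), *6330410L21Rik* (-3.98 and -3.26), *Actc1* (-3.33 and -1.58), *Napsa* (-3.02 and -1.81) and *Kis2* (-3.00 and -2.31). Each of these 10 genes changed in the same direction in the 3 same-numbered pairs of libraries of both lines, as the rule that chose them required. *Actc1* was the least certain of them, with an adjusted p in PRC1 CPM cells of 0.0462 that stayed under the threshold in 6 of the 12 fits that each left out one library. *Cbln2* (NM_001302356), the lowly transcribed gene in Figure 5D, rose from a normalised read count of 6.29 ± 0.420 to 109 ± 36.1 in PRC1 CKO cells (SD, n = 3), a log2 fold change of 3.86 (standard error 0.45, adjusted p = 1.3e-09), and changed by 3.83 in PRC1 CPM cells (standard error 0.45, adjusted p = 4.4e-09). *Ptges3*, a more highly transcribed gene, changed by -0.25 (standard error 0.20, adjusted p = 0.487) and -0.093 (standard error 0.20, adjusted p = 0.895).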

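The authors' list of partially derepressed genes holds 241 transcripts of 217 gene symbols, all of which had enough reads to be tested. Of the 241, 233 were called higher in PRC1 CKO cells after OHT treatment and 199 in PRC1 CPM cells, and 99.2% had a log2 fold change above 0 in PRC1 CPM cells. The median log2 fold change of the list was 2.66 ± 0.18 in PRC1 CKO and 1.56 ± 0.27 in PRC1 CPM cells (SD over the 3 OHT-treated libraries against the mean of the untreated ones, n = 3). The interaction of line and treatment was below 0 for 93.4% of them, with a median of -1.07. After OHT treatment, the median of log2(normalised read count + 1) over the list was 8.97 ± 0.15 in PRC1 CKO and 8.36 ± 0.33 in PRC1 CPM libraries (SD, n = 3). Every OHT-treated PRC1 CKO library lay above every OHT-treated PRC1 CPM library (exact permutation test of the 6 medians, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The list was chosen by the authors from these same libraries, so the direction of these differences is not an independent measurement. Before treatment the order was the opposite, with 6.31 ± 0.33 in PRC1 CKO and 6.75 ± 0.083 in PRC1 CPM libraries (SD, n = 3; exact permutation test, p = 0.2), and the PRC1 CPM library was the higher one in all 3 same-numbered pairs. The median difference of individual genes between PRC1 CPM and PRC1 CKO cells was 0.62 before and -0.69 after OHT treatment.

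**Figure D2:**
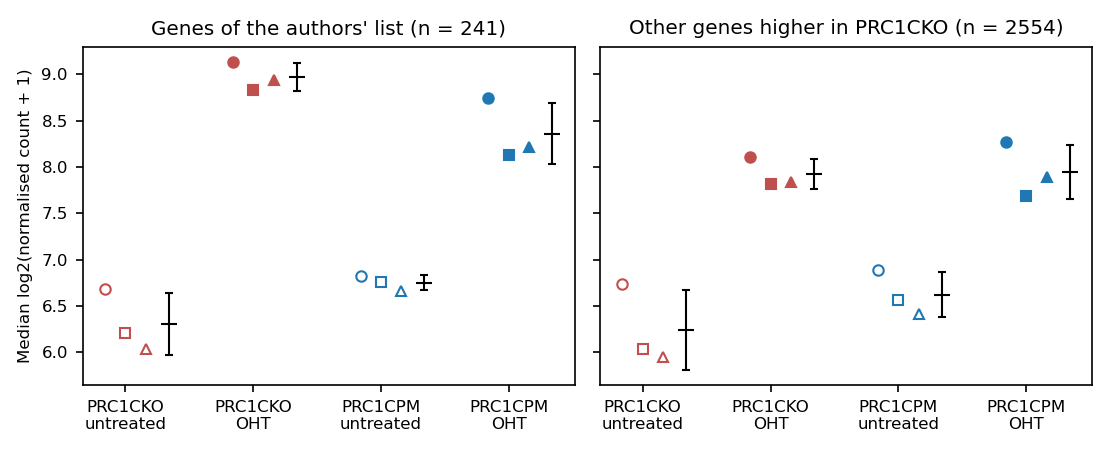
Median of log2(normalised read count + 1) in each library, over the authors' list of partially derepressed genes (left, 241 genes) and over the other genes higher in PRC1 CKO cells after OHT treatment (right, 2554 genes). Open symbols are untreated and filled symbols OHT-treated libraries, circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of each condition; on the left, the OHT-treated PRC1 CKO libraries (mean 8.97) lie above the PRC1 CPM libraries (mean 8.36), and on the right the conditions overlap after OHT.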

Importantly, the remaining PRC1-repressed genes were reactivated to the same level in the OHT-treated PRC1^CPM^ and PRC1^CKO^ ESCs (Figures 7B and 7C), indicating that PRC1 catalysis is a central determinant of Polycomb-mediated gene repression. Therefore, through systematically dissecting the requirement for PRC1 catalytic activity in Polycomb system function, we provide direct evidence that this activity is essential for gene repression.

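Which genes carry Polycomb at their promoters was not analysed here, so the remaining genes were taken as the 2554 transcripts (2329 gene symbols) called higher in PRC1 CKO cells after OHT treatment and absent from the list of 241. After OHT treatment, the median of log2(normalised read count + 1) over these genes was 7.92 ± 0.16 in PRC1 CKO and 7.95 ± 0.29 in PRC1 CPM libraries (SD, n = 3; exact permutation test, two-sided, p = 0.8). The median difference of individual genes was -0.0085, smaller than the SD of 0.28 over the 3 OHT-treated PRC1 CPM libraries, and its sign changed between fits. Among the 2554 genes, 51.2% were lower in OHT-treated PRC1 CPM than in OHT-treated PRC1 CKO cells, and 1 was called lower and 6 higher. With the replicate block, 33 were called lower and 73 higher. Relative to the difference of 0.097 over all genes tested, the level of these genes was lower in PRC1 CPM cells by a median log2 difference of -0.11. On the deposited scale, the medians of their fold changes were 1.58 ± 0.15 in PRC1 CKO and 1.22 ± 0.30 in PRC1 CPM cells (SD, n = 3). This SD is over the 3 OHT-treated libraries, each set against the mean of the untreated ones. It leaves out the spread of the untreated libraries, whose levels had an SD of 0.43 in PRC1 CKO and 0.24 in PRC1 CPM cells. The interaction was below 0 for 80.7% of the genes, with a median of -0.33. Without the gDNA-seq correction, over the genes called on that scale, the medians were 1.69 and 1.73, so the absolute difference depends on the scale. That scale also moved the medians of all genes tested, to -0.029 in PRC1 CKO and 0.40 in PRC1 CPM cells. A shift of all genes alike would reverse the order too, so the reversal is not specific to these genes. With TMM, over the genes called there, the medians were 1.42 and 1.09. In genes chosen without the measured replicate, the median interaction relative to all genes was -0.34. The untreated level of the 2554 genes was 6.24 ± 0.43 in PRC1 CKO and 6.62 ± 0.24 in PRC1 CPM libraries (SD, n = 3; exact permutation test, p = 0.3). In each of the 3 same-numbered pairs the PRC1 CPM library was higher. In PRC1 CPM cells, 1763 of the 2554 genes (69.0%) were themselves called higher after OHT treatment. From the equal levels that the remaining genes reach in both OHT-treated lines, the paper concludes that catalysis by PRC1 is a central determinant of repression by the Polycomb system. For the partially derepressed genes it proposes that residual cPRC1 at the promoters may contribute to silencing, while their repression still depended heavily on catalysis.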

**Figure 7:**
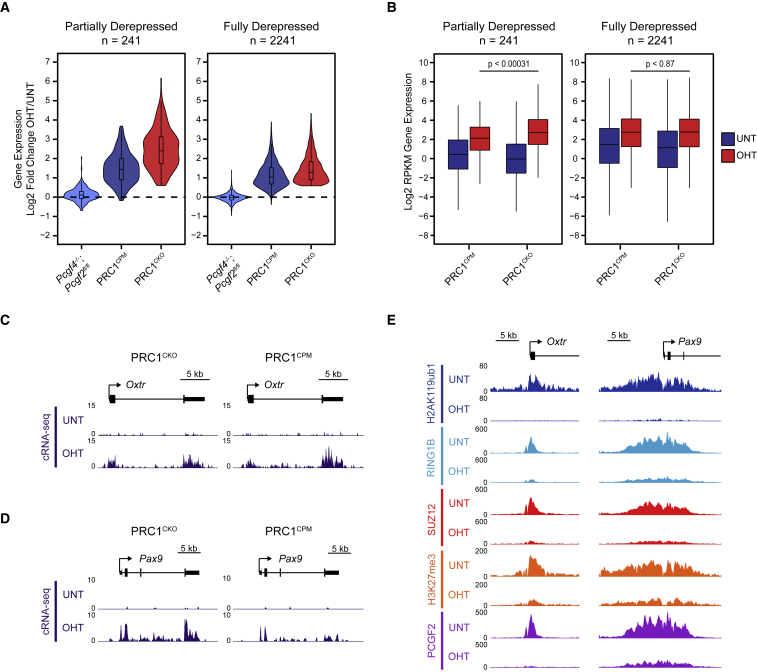
A Small Subset of PRC1 Target Genes Are Not Fully Derepressed Following Loss of PRC1 Catalysis (A) A violin plot comparing log2 fold changes in expression (cRNA-seq) of PRC1-repressed genes that are partially (n = 241) or fully derepressed (n = 2,241) in PRC1^CPM^ as compared to PRC1^CKO^ ESCs following OHT treatment in *Pcgf4*^*−/−*^*;Pcgf2*^*fl/fl*^, PRC1^CPM^, and PRC1^CKO^ ESC lines. (B) A boxplot of expression levels (cRNA-seq) of genes described in (A) in PRC1^CPM^ and PRC1^CKO^ ESCs. P values denote statistical significance calculated by a Wilcoxon rank sum test. (C) A genomic snapshot of a PRC1-repressed gene that is fully derepressed in OHT-treated PRC1^CPM^ as compared to PRC1^CKO^ ESCs, showing gene expression (cRNA-seq) in PRC1^CKO^ and PRC1^CPM^ ESCs. (D) As in (C) for a PRC1-repressed gene that is partially derepressed in OHT-treated PRC1^CPM^ as compared to PRC1^CKO^ ESCs. (E) Genomic snapshots for genes described in (C) and (D) showing cChIP-seq for PRC1 (RING1B, H2AK119ub1, and PCGF2) and PRC2 (SUZ12 and H3K27me3) in PRC1^CPM^ ESCs. See also Figure S7.

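*Oxtr* (NM_001081147), the fully derepressed gene in Figure 7C, lies on the minus strand of chromosome 6 of GRCm38 from 112473684 to 112489808 and has 2 exons. The 1001 bases centred on its transcription start site hold 72 CpG dinucleotides and 63.1% G and C. Its normalised read count rose from 13.9 ± 6.34 to 102 ± 18.2 in PRC1 CKO cells (SD, n = 3), a log2 fold change of 2.86 (standard error 0.40, adjusted p = 1.2e-07 from limma). In PRC1 CPM cells it rose from 14.7 ± 1.77 to 167 ± 27.0 (SD, n = 3), a log2 fold change of 3.41 (standard error 0.40, adjusted p = 4.4e-09). The log2 difference between OHT-treated PRC1 CPM and OHT-treated PRC1 CKO cells was 0.71 (standard error 0.40, adjusted p = 0.563, or 0.132 with the replicate block), so *Oxtr* was not detectably lower in PRC1 CPM cells. Chromosome 6 as a whole was higher in PRC1 CPM cells by a median log2 excess of 0.22, in both untreated and OHT-treated libraries. The authors' deposited table gives *Oxtr* a log2 fold change of 2.54 in PRC1 CKO and 3.05 in PRC1 CPM cells and a log2 difference of 0.66 between the OHT-treated lines, with an adjusted p of 0.0536 from DESeq2.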

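*Pax9* (NM_011041), the partially derepressed gene in Figure 7D, lies on the plus strand of chromosome 12 from 56695639 to 56711230 and has 4 exons, with 44 CpG dinucleotides and 53.6% G and C around its transcription start site. Its normalised read count rose from 2.63 ± 0.969 to 112 ± 18.9 in PRC1 CKO cells and from 3.64 ± 1.75 to 48.7 ± 7.37 in PRC1 CPM cells (SD, n = 3). The log2 fold changes were 4.98 (standard error 0.51, adjusted p = 3.0e-11 from limma) and 3.47 (standard error 0.51, adjusted p = 6.9e-07). Untreated PRC1 CKO libraries had 2 to 4 reads on *Pax9*, so the size of its increase rests on the pseudocount. Between the OHT-treated lines, the log2 difference was -1.18 (standard error 0.51), which did not pass the threshold in this fit (adjusted p = 0.331) or with the replicate block (adjusted p = 0.0724) but did with DESeq2, where it was -1.20. Every OHT-treated PRC1 CPM library was lower than every OHT-treated PRC1 CKO library. The interaction was -1.51 (standard error 0.72, adjusted p = 1.00). In the authors' deposited table the log2 difference between the OHT-treated lines is -1.08, with an adjusted p of 0.00792 from DESeq2, while the interaction has an adjusted p of 0.520.

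**Figure D3:**
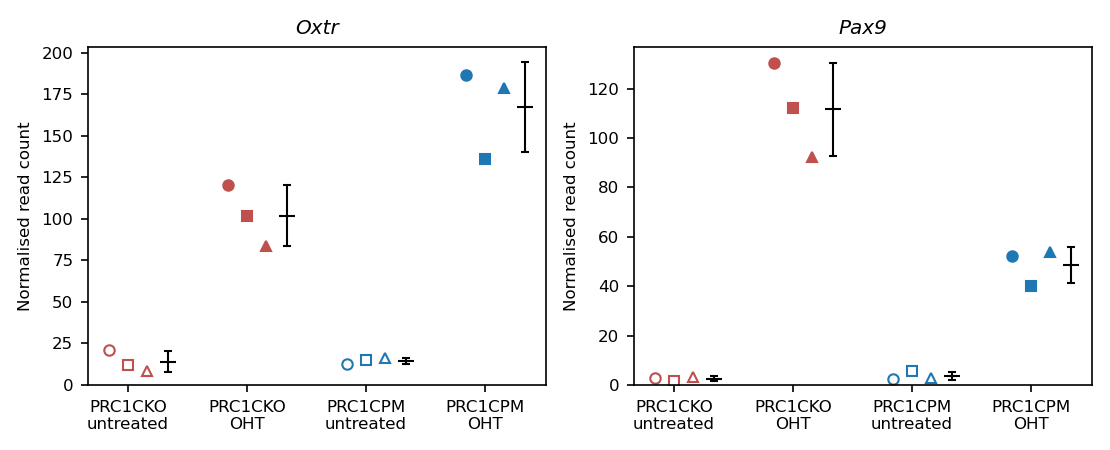
Normalised read counts of *Oxtr* (left) and *Pax9* (right) in each of the 12 libraries. Open symbols are untreated and filled symbols OHT-treated libraries, circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of each condition; after OHT, *Oxtr* is at 102 in PRC1 CKO and 167 in PRC1 CPM cells, and *Pax9* at 112 and 48.7.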

## Discussion

Understanding the extent to which catalysis by chromatin-modifying enzymes contributes to their function is an ongoing challenge in the field of chromatin biology. Addressing this question requires *in vitro* biochemical characterization of inactivating mutations to show that they cause complete loss of catalysis without protein complex disruption. Furthermore, this must be combined with quantitative measurements of the modified substrate *in vivo* to ensure that the product of catalysis is completely lost in the cellular context. Here, we satisfy these two central requirements in studying PRC1 catalytic activity, whose contribution to Polycomb system function has remained controversial. Importantly, we discover that catalysis by PRC1 is essential for gene repression and normal Polycomb chromatin domain formation. While we have limited our investigation to ESCs, a recent study has also examined the contribution of PRC1 catalytic activity to gene regulation in a neuronal cell fate restriction model (Tsuboi et al., 2018). Through expression analysis of a handful of Polycomb target genes, this previous study reported that PRC1 catalysis is required for gene repression during early neurogenesis, while catalysis-independent gene repression predominated at later astrogliogenic stages. This suggests that catalysis-independent mechanisms may contribute to the maintenance or fidelity of gene repression as cell linage commitment proceeds. Therefore, moving forward, it will be important to use genome-wide approaches to examine how catalysis by PRC1 contributes to Polycomb system function in more differentiated cell types and during early development. Furthermore, the effects of fully inactivating catalytic mutations should also be examined in other model organisms, such as *Drosophila,* where the contribution of PRC1 catalysis to Polycomb target gene repression and embryonic development has been proposed to be more limited (Pengelly et al., 2015).

Defining the mechanisms of Polycomb target site selection and Polycomb chromatin domain formation is central to understanding the logic by which the Polycomb system functions. In mammalian cells, high-level Polycomb occupancy occurs at CGI elements (Mikkelsen et al., 2007), and ectopic CpG-rich DNA is sufficient to establish new Polycomb chromatin domains *de novo* (Jermann et al., 2014, Lynch et al., 2012, Mendenhall et al., 2010). A mechanistic link between CGIs and Polycomb recruitment came with the discovery that KDM2B, a component of the PCGF1-containing vPRC1 complex, has DNA-binding activity that is specific for non-methylated CpG dinucleotides, suggesting that recognition of CGI DNA may underpin Polycomb target site selection (Farcas et al., 2012, He et al., 2013, Wu et al., 2013). Similarly, the PCGF6-containing vPRC1 complex has DNA-binding activities that can contribute to Polycomb occupancy at CGIs (Endoh et al., 2017, Scelfo et al., 2019, Stielow et al., 2018). Furthermore, it has also recently been reported that PRC2.1-specific PCL subunits have DNA-binding activity specific for CGIs (Li et al., 2017, Perino et al., 2018). While PCGF1 and PCGF6 broadly occupy CGI-associated target sites, somewhat paradoxically, only a subset of these sites achieve high levels of PRC1, H2AK119ub1, PRC2, and H3K27me3. Here, we provide evidence that PCGF1- and PCGF6-containing vPRC1 complexes engage with or sample potential target sites independently of PRC1 catalytic activity. We propose that high-level deposition of H2AK119ub1 only occurs at a receptive subset of genes with low transcriptional activity, where it supports formation of Polycomb chromatin domains at which PRC1 and PRC2 mutually reinforce each other’s occupancy. These ideas are consistent with previous work showing that the Polycomb system responds to, rather than instructs, the transcriptional state of a gene (Berrozpe et al., 2017, Hosogane et al., 2013, Riising et al., 2014, Vernimmen et al., 2011). Through this target site selection logic, the mammalian Polycomb complexes would converge on lowly transcribed genes where they could function to protect against stochastic gene activation events that may otherwise be deleterious to the maintenance of cell-type-specific transcriptional programs (Klose et al., 2013).

The responsive nature of the Polycomb system raises the question of whether some of the effects on Polycomb chromatin domain formation that we observe in the absence of PRC1 catalysis may manifest from transcription-associated eviction of Polycomb complexes (Beltran et al., 2019). For example, do the major reductions in PRC2 occupancy and H3K27me3 at Polycomb target sites directly result from loss of PRC1 catalysis and a breakdown of PRC2-dependent recognition of H2AK119ub1, or are they simply a consequence of gene activation? While it is difficult to distinguish between these two possibilities at genes that change in expression, following removal of PRC1 catalysis, a proportion of genes showed reduced PRC2 binding and H3K27me3 in the absence of gene expression changes. Importantly, the reductions in PRC2 and H3K27me3 at these genes were very similar to the reductions observed at genes that increased in expression (Figures S7D and S7E). This suggests that PRC1 catalytic activity directly supports PRC2 occupancy and H3K27me3 at Polycomb chromatin domains, consistent with ectopic tethering experiments (Blackledge et al., 2014).

Our observations reveal that PRC1 catalysis is essential for Polycomb-mediated gene repression, but how is this achieved mechanistically? We recently demonstrated that removal of cPRC1 complexes in ESCs has little effect on gene repression (Fursova et al., 2019), while earlier work showed that PRC2 removal resulted in few gene expression defects (Riising et al., 2014). This suggests that the mechanisms by which PRC1 catalysis represses transcription do not rely solely on PRC2 and cPRC1 in ESCs, despite the fact that these complexes are clearly involved in gene repression in some other contexts (Akasaka et al., 2001, Moussa et al., 2019, O’Carroll et al., 2001, Pasini et al., 2007). One possibility is that H2AK119ub1 directly disrupts RNA Pol II activity (Stock et al., 2007, Zhou et al., 2008), as suggested by *in vitro* transcription assays (Aihara et al., 2016, Nakagawa et al., 2008). Alternatively, H2AK119ub1 could recruit reader proteins that elicit gene repression (Ali et al., 2018, Cooper et al., 2016, Qin et al., 2015, Richly et al., 2010, Zhang et al., 2017) or interfere with deposition of histone modifications that facilitate transcription (Nakagawa et al., 2008, Yuan et al., 2013). Finally, it is possible that PRC1 drives gene repression via ubiquitylation of histone H2A variants (Surface et al., 2016) or other non-histone substrates (Ben-Saadon et al., 2006). Future work focused on defining the mechanisms by which the catalytic activity of PRC1 counteracts RNA Pol II activity and gene expression will be important. Nevertheless, our new discoveries place PRC1 catalysis at the forefront of Polycomb-mediated gene repression in ESCs, paving the way for more detailed mechanistic understanding of Polycomb system function.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit monoclonal anti-H2AK119ub1	Cell Signaling Technology	Cat# 8240; RRID:AB_10891618
Rabbit polyclonal anti-H3K27me3	In house (Rose et al., 2016)	n/a
Rabbit polyclonal anti-H3K4me3	In house (Farcas et al., 2012)	n/a
Rabbit polyclonal anti-H2A	Millipore	Cat# 07-146; RRID:AB_11212920
Mouse monoclonal anti-H3	Cell Signaling Technology	Cat# 3638; RRID:AB_1642229
Mouse monoclonal anti-H4	Cell Signaling Technology	Cat# 2935; RRID:AB_1147658
Rabbit monoclonal anti-RING1B (ChIP)	Cell Signaling Technology	Cat# 5694; RRID:AB_20705604
Mouse monoclonal anti-RING1B (WB)	Atsuta et al., 2001	n/a
Rabbit monoclonal anti-SUZ12	Cell Signaling Technology	Cat# 3737; RRID:AB_2196850
Rabbit monoclonal anti-EZH2	Cell Signaling Technology	Cat# 5246; RRID:AB_10694683
Rabbit monoclonal anti-JARID2	Cell Signaling Technology	Cat# 13594; RRID:AB_2798269
Rabbit polyclonal anti-PCL2 (M96)	GenWay	Cat# GWB-FA7207; RRID:AB_10511542
Rabbit polyclonal anti-EPOP (C17orf96)	Active motif	Cat# 61753; RRID:AB_2793758
Rabbit monoclonal anti-AEBP2	Cell Signaling Technology	Cat# 14129; RRID:AB_2798398
Rabbit polyclonal anti-PCGF6	LifeSpan BioSciences	Cat# LS-C482495
Rabbit polyclonal anti-PCGF2 (Mel-18)	Santa Cruz	Cat# sc-10744; RRID:AB_2267885
Rabbit polyclonal anti-PCGF1	In house (Blackledge et al., 2014)	n/a
Mouse monoclonal anti-PHC1	Cell Signaling Technology	Cat# 13768; RRID:AB_2716803
Rabbit polyclonal anti-CBX7 (WB)	Millipore	Cat# 07-981; RRID:AB_10807034
Rabbit polyclonal anti-KDM2B	In house (Farcas et al., 2012)	n/a
Rabbit polyclonal anti-RYBP (DEDAF)	Millipore	Cat# AB3637; RRID:AB_2285466
Rabbit monoclonal anti-BRG1	Abcam	Cat# ab110641; RRID:AB_10861578

**Chemicals, Peptides, and Recombinant Proteins**		

Methanol-free Formaldehyde	Thermo Fisher Scientific	Cat# 10751395
DSG	Thermo Fisher Scientific	Cat# 11836794
Micrococcal Nuclease	Thermo Fisher Scientific	Cat# EN0181
Proteinase K	Sigma	Cat# P4850
(Z)-4-Hydroxytamoxifen	Sigma	Cat# H7904
SensiMix SYBR No-ROX Kit	Bioline	Cat# QT650-20
Lipofectamine 3000	Thermo Fisher Scientific	Cat# L3000015
Indole-3-acetic acid sodium salt	Sigma	Cat# I5148
Fluorobrite DMEM	Thermo Fisher Scientific	Cat# A1896701
UBE1	Boston Biochem	Cat# E-305
UbcH5c	Enzo Life Sciences	Cat# BML-UW9070
Methylated ubiquitin	Boston Biochem	Cat# U-501
500 nm Janelia Fluor 549 (JF_549_)	Grimm et al., 2017	n/a
Hoechst 33258	Thermo fisher Scientific	Cat# H3569

**Critical Commercial Assays**		

NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 1)	NEB	Cat# E7335L
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 2)	NEB	Cat# E7500L
NEBNext® Ultra™ DNA Library Prep Kit for Illumina®	NEB	Cat# E7370L
NEBNext® Ultr™ II FS DNA Library Prep Kit for Illumina	NEB	Cat# E7805L
NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina®	NEB	Cat# E7760L
NEBNext rRNA Depletion Kit (HumanMouseRat)	NEB	Cat# E6310L
High Sensitivity DNA Kit for Bioanalyzer	Agilent	Cat# 5067-4626
RNA Pico 6000 Kit for Bioanalyzer	Agilent	Cat# 5067-1513
TURBO DNA-*free*™ Kit	Thermo Fisher Scientific	Cat# AM1907
Gibson Assembly Master Mix	NEB	Cat# E2611L
NextSeq® 500/550 High Output Kit v2 (150 cycles)	Illumina	Cat# FC-404-2002
NextSeq 500/550 High Output v2 Kit (75 cycles)	Illumina	Cat# FC-404-2005
RNeasy Mini Kit	QIAGEN	Cat# 74106
Quick-DNA Miniprep Kit	Zymo Research	Cat# D3024
KAPA Illumina DNA Standards	Roche	Cat# 7960387001
ChIP DNA Clean and Concentrator	Zymo Research	Cat# D5205

**Deposited Data**		

GEO: GSE132754	SuperSeries	GEO
GEO: GSE132752	cChIP-seq	GEO
GEO: GSE132753	cRNA-seq	GEO
GEO: GSE132751	CaptureC	GEO

**Experimental Models: Cell Lines**		

Mouse ESC: PRC1^CPM^	This study	n/a
Mouse ESC: PRC1^CKO^	This study	n/a
Mouse ESC: *Pcgf4*^*−/−*^*;Pcgf2*^*fl/fl*^	Fursova et al., 2019	n/a
Mouse ESC: HaloTag-SUZ12;PRC1^CPM^	This study	n/a
Mouse ESC: RING1B-HaloTag;PRC1^CPM^	This study	n/a
Mouse ESC: *Ring1a*^*−/−*^;AID-RING1B (RING1B^deg^)	Rhodes et al., 2019	n/a
Mouse ESC: Control TIR1-only	Rhodes et al., 2019	n/a

**Software and Algorithms**		

SAMtools (v1.7)	Li et al., 2009	http://www.htslib.org/
BEDtools (v2.17.0)	Quinlan, 2014	http://bedtools.readthedocs.io/en/latest/
Bowtie 2 (v2.3.4)	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Sambamba (v0.6.7)	Tarasov et al., 2015	http://lomereiter.github.io/sambamba/
STAR (v2.5.4)	Dobin et al., 2013	https://github.com/alexdobin/STAR
deepTools (v3.1.1)	Ramírez et al., 2014	https://deeptools.readthedocs.io/en/develop/
MACS2 (v2.1.1)	Zhang et al., 2008	https://github.com/taoliu/MACS/tree/master/MACS2
UCSC Genome Browser	Kent et al., 2002	https://genome.ucsc.edu/
Bioconductor (v3.6)	Huber et al., 2015	https://www.bioconductor.org/
DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/homer/
HiCUP	Wingett et al., 2015	https://www.bioinformatics.babraham.ac.uk/projects/hicup/
CHiCAGO	Cairns et al., 2016	http://regulatorygenomicsgroup.org/chicago/
TANGO	Ollion et al., 2013	https://biophysique.mnhn.fr/tango/

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Rob Klose ().

### Experimental Model and Subject Details

Male mouse embryonic stem cells were grown on gelatin-coated plates at 37°C and 5% CO2, in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 15% fetal bovine serum (Labtech), 2 mM L-glutamine (Life Technologies), 1x penicillin-streptomycin solution (Life Technologies), 1x non-essential amino acids (Life Technologies), 0.5 mM beta-mercaptoethanol (Life Technologies), and 10 ng/mL leukemia inhibitory factor. To induce conditional catalytic point mutation or knockout, PRC1^CPM^ or PRC1^CKO^ cells were treated with 800 nM 4-hydroxytamoxifen (OHT) for 72 h. Cells were regularly tested for the presence of mycoplasma.

*Drosophila* S2 (SG4) cells were grown adhesively at 25°C in Schneider’s *Drosophila* Medium (Life Technologies), supplemented with 1x penicillin-streptomycin solution (Life Technologies) and 10% heat-inactivated fetal bovine serum (Labtech).

Human HEK293T cells were grown at 37°C and 5% CO2, in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (Labtech), 2 mM L-glutamine (Life Technologies), 1x penicillin-streptomycin solution (Life Technologies), and 0.5 mM beta-mercaptoethanol (Life Technologies).

### Method Details

#### Recombinant protein expression and purification

Mouse RING1B, tagged with StrepII and 6xHis tags, was coexpressed with PCGF1 and RYBP from a pST44 polycistronic plasmid in *E. coli* BL21 (DE3) pLysS. Cultures were supplemented during expression with 250 μM ZnCl_2_. Cells were lysed by sonication in lysis buffer containing 20 mM Tris (pH 8.0), 500 mM NaCl, 0.1% NP-40 and cOmplete Protease Inhibitor Cocktail (Roche) and trimeric complexes were affinity purified via 6xHis-tagged RING1B on Ni^2+^-charged IMAC Sepharose 6 Fast Flow resin (GE Healthcare). 10 mM imidazole was added to lysates during binding. Wash buffer contained 50 mM NaH_2_PO_4_ (pH 8.0), 300 mM NaCl and 20 mM imidazole and protein was eluted in wash buffer containing increasing imidazole (100-250 mM). Purified PRC1 complexes were dialysed into BC100 (50 mM HEPES (pH 7.9), 100 mM KCl, 10% Glycerol, 1 mM DTT).

#### Reconstitution of Nucleosomes

Nucleosomes were reconstituted as described previously (Dyer et al., 2004). Recombinant *Xenopus* histones were expressed in *E. coli* BL21(DE3) pLysS and purified from inclusion bodies via Sephacryl S-200 gel filtration (GE Healthcare). Stoichiometric amounts of each core histone were incubated together under high salt conditions (2 M NaCl) and the resulting histone octamer purified using a Superdex 200 gel filtration column (GE Healthcare). Purified 147bp DNA carrying the 601 nucleosome-positioning sequence was a kind gift from the Brockdorff lab. Purified DNA, in slight excess to octamers, was mixed together in 2 M NaCl and diluted stepwise with 10 mM Tris (pH 7.5) to reach a final concentration of 100 mM NaCl. The reconstituted nucleosomes were analyzed on a 0.8% Tris-borate agarose gel and concentrated using a 30,000 MWCO spin concentrator (GE Healthcare).

#### E3 ubiquitin ligase assays

H2A ubiquitylation assays were carried out as previously (Rose et al., 2016). Briefly, UBE1 (Boston Biochem), UbcH5c (Enzo), methylated ubiquitin (Boston Biochem) and ATP (Life technologies) were pre-incubated for 20 min at 37°C prior to addition of reconstituted PRC1 and nucleosomes. Reactions were allowed to proceed for 1 h at 37°C then quenched with 30 mM EDTA and subject to SDS-PAGE for western blot analysis. Western blots were probed with antibodies which recognize Histone H2A in both ubiquitylated and unmodified form (Millipore 07-146) and Histone H3 (CST, 96C10), followed by incubation with LiCOR IRDye secondary antibodies (800CW goat anti-rabbit and 680RD goat anti-mouse). Western blots were imaged using the LiCOR Odyssey Fc imaging system and band intensities were quantified using ImageStudio. H2A band intensities were normalized to H3 and the fraction of ubiquitylated H2A relative to total H2A was quantified. Data were visualized and dose-response curves fitted using GraphPad Prism 7.

#### Genome engineering by CRISPR/Homology-Directed Repair (HDR)

The pSptCas9(BB)-2A-Puro(PX459)-V2.0 vector was obtained from Addgene (#62988) and sgRNAs were designed using the CRISPOR online tool (http://crispor.tefor.net/crispor.py). Targeting constructs with appropriate homology arms were generated by Gibson assembly using the Gibson Assembly Master Mix kit (New England Biolabs), or in the case of single LoxP sites with 150 bp homology arms, purchased from GeneArt Gene Synthesis (Invitrogen). In all instances, targeting constructs were designed such that Cas9 recognition sites were disrupted by the presence of the LoxP site. ESCs (one well of a 6-well plate) were transfected with 0.5 μg of each Cas9 guide, and 2 μg of targeting construct (where appropriate) using Lipofectamine 3000 (ThermoFisher) according to manufacturer’s guidelines. The day after transfection, cells were passaged at a range of densities and subjected to puromycin selection (1 μg/mL) for 48 h to eliminate any non-transfected cells. Approximately one week later, individual clones were isolated, expanded, and PCR-screened for the desired genomic modification.

#### Cell line generation

Constitutive *Ring1b*^*I53A*^ and *Ring1b*^*I53A/D56K*^ ESCs were generated from E14 ESCs using a Cas9 guide specific for the mutation site in the endogenous *Ring1b* gene, and targeting constructs with approximately 1 kb homology arms. The targeting constructs were designed so that as well as introducing the desired mutation into *Ring1b*, an *Msp*I restriction site was also created to enable screening of clones via a PCR and digest approach. Putative homozygote clones were carried forward for RT-PCR and sequencing to verify that the *Ring1b* transcript carried the desired mutation, as well as western blot analysis. An analogous strategy was used to insert the I50A/D53K mutation into *Ring1a* (see below).

To generate the PRC1^CPM^ line, a targeting construct was generated comprising exon 3 of *Ring1b* in forward orientation (flanked by 100 bp of *Ring1b* intron 2/intron 3) followed by a mutant copy of exon 3 (encoding I53A and D56K mutations) in reverse orientation (flanked by splice donor and acceptor sites from mouse *IgE* gene). Both the wild-type and mutant versions of exon 3 were codon optimized at wobble positions to minimize sequence similarity, thereby avoiding hairpin formation and allowing the two to be easily distinguished. This exon 3 pair was flanked by doubly inverted LoxP/Lox2272 sites and approximately 1 kb homology arms (see Table S1 for sequence). To help ensure that the RING1B^CPM^ cassette was inserted correctly, the RING1B^CPM^ targeting construct was transfected into E14 ESCs in combination with three different Cas9 guides specific for the *Ring1b* locus (see Table S1). Correctly targeted homozygous clones were identified by PCR screening, followed by RT-PCR and sequencing to check for splicing defects. CreERT2 was then inserted into the *Rosa26* locus using a *Rosa26*-specific Cas9 guide, and using a similar approach, the I50A/D53K mutation was constitutively knocked into both copies of endogenous *Ring1a.* The final PRC1^CPM^ cell line was validated by PCR, RT-PCR and western blot, with and without tamoxifen treatment.

The isogenic PRC1^CKO^ line used in this study was described previously (Fursova et al., 2019). Briefly, exons 1-3 of *Ring1a* were first deleted using Cas9 guides flanking the 1.5 kb deletion region, and Cre-ERT2 was inserted into the *Rosa26* locus using a *Rosa26*-specific guide (see Table S1). *Ring1a*^*−/−*^*;CreERT2* ESCs were then subjected to two sequential rounds of genome editing to insert parallel LoxP sites flanking exon 2 (the first coding exon) of *Ring1b*.

The control TIR1-only and AID-RING1B lines were generated from E14 ESCs as described previously (Rhodes et al., 2019). Briefly, Cas9 engineering was used to insert the coding sequence for *Oryza sativa* TIR1 into the *Rosa26* locus, thereby generating the TIR1-only control line. To generate the AID-RING1B line, the TIR1-only line was subjected to further rounds of Cas9-mediated engineering to introduce the auxin inducible degron (AID) tag at the N terminus of both copies of *Ring1b,* and constitutively delete *Ring1a* using Cas9 guides flanking exons 1-3. Western blot analysis was used to confirm loss of RING1B protein in AID-RING1B line in response to auxin treatment, and that RING1B levels remained unchanged in auxin-treated TIR1-only control cells.

HaloTag-SUZ12 PRC1^CPM^ and RING1B-HaloTag PRC1^CPM^ lines were generated from PRC1^CPM^ ESCs using CRISPR-Cas9 guides specific for the N terminus of *Suz12* and C- terminus of *Ring1b*, respectively, along with targeting constructs containing the HaloTag flanked by homology arms of at least 750 bp to introduce the HaloTag at both copies of each gene. After selection with puromycin, cells were labeled with 500 nM Halo-TMR, and cells with significantly higher fluorescence than the similarly labeled parental cell line were FACS-selected and plated at low density to allow picking of individual clones. Homozygous knock-in clones were identified by PCR screening, followed by western blot analysis to confirm homozygous tagging and that levels of protein expression were unchanged compared to the parental cell line.

#### Phenotypic characterization of cell lines

For PRC1^CPM^ and PRC1^CKO^ cells, growth curves were performed by plating out 10,000 cells on each well of a 6 well plate. Cells were harvested at 24 h intervals for a period of 6 days, and live cells (not stained by trypan blue) were counted using a Countess II cell counter (Invitrogen). Counts were performed for 6 independent experiments.

For alkaline phosphatase staining, cells were first fixed in 3.7% formaldehyde for 20 min at 4°C. Cells were then stained in AP staining solution (100 mM Tris-Hcl pH 9, 100 mM NaCl, 5 mM MgCl_2_, 0.4 mg/mL Napthol phosphate N-5000, 1 mg/mL Fast Violet B Salt) for 10 min, rinsed with PBS and then distilled water, and air-dried. For each cell line (UNT and OHT-treated), 3 independent experiments were performed and at least 100 colonies were counted on each occasion.

#### Calibrated ChIP-sequencing (cChIP-seq)

For RING1B, SUZ12, JARID2, PCL2, AEBP2, EPOP, PCGF2, PCGF1 and PCGF6, cChIP-seq (Bonhoure et al., 2014, Hu et al., 2015, Orlando et al., 2014) was performed as described previously (Fursova et al., 2019). Briefly, 5 × 10ˆ7 mouse ESCs (untreated or following 72 h OHT treatment) were mixed with 2 × 10ˆ6 human HEK293T cells. Cells were resuspended in 10 mL phosphate buffered saline (PBS) and crosslinked at 25°C with 2 mM DSG (Thermo Scientific) for 45 min, and then with 1% formaldehyde (methanol-free, Thermo Scientific) for a further 15 min. Reactions were quenched with 125 mM glycine. Crosslinked cells were incubated in lysis buffer (50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-100) for 10 min at 4°C. Released nuclei were washed (10 mM Tris-HCl pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) for 5 min at 4°C. Chromatin was then resuspended in 1 mL of sonication buffer (10 mM Tris-HCl pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na deoxycholate, 0.5% N-lauroylsarcosine) and sonicated for 30 min using a BioRuptor Pico (Diagenode), shearing genomic DNA to an average size of 0.5 kb. Following sonication, Triton X-100 was added to a final concentration of 1%.

For ChIP, sonicated chromatin was diluted 10-fold in ChIP dilution buffer (1% Triton X-100, 1 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl) and pre-cleared for 1 h using Protein A agarose beads (Repligen) blocked with 1 mg/mL BSA and 1 mg/mL yeast tRNA. For each ChIP reaction, 1 mL of diluted and pre-cleared chromatin was incubated overnight with the appropriate antibody, anti-RING1B (CST, D22F2, 3 μl), anti-PCGF1 (in-house, 5 μl), anti-PCGF2 (Santa Cruz, sc-10744, 3 μl), anti-PCGF6 (LifeSpan BioSciences LS-C482495, 3 μl), anti-SUZ12 (CST, D39F6, 3 μl), anti-JARID2 (CST D6M9X, 3 μl), anti-PCL2 (GenWay GWB-FA7207, 2 μl), anti-AEBP2 (CST, D7C6X, 10 μl) or anti-EPOP (Active motif, 61753, 5 μl). Antibody-bound chromatin was captured using blocked protein A agarose for 1 h at 4°C and collected by centrifugation. ChIP washes were performed as described previously (Farcas et al., 2012). ChIP DNA was eluted in elution buffer (1% SDS, 0.1 M NaHCO3) and cross-links were reversed overnight at 65°C with 200 mM NaCl and 2 μL RNase A (Sigma). A matched input sample (10% of original ChIP reaction) was identically treated. The following day, ChIP samples and Inputs were incubated with Proteinase K (Sigma) for 1.5 h at 56°C and purified using ChIP DNA Clean and Concentrator Kit (Zymo Research).

cChIP-seq libraries for both ChIP and Input samples were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina, following manufacturer’s guidelines. Samples were indexed using NEBNext Multiplex Oligos. The average size and concentration of all libraries was analyzed using the 2100 Bioanalyzer High Sensitivity DNA Kit (Agilent) followed by qPCR using SensiMix SYBR (Bioline, UK) and KAPA Illumina DNA standards (Roche). Libraries were sequenced as 40 bp paired-end reads on Illumina NextSeq 500 platform.

#### Native cChIP-sequencing

Native cChIP-seq for H2AK119ub1, H3K27me3 and H3K4me3 was performed as described previously (Fursova et al., 2019). Briefly, 5 × 10ˆ7 mouse ESCs (both untreated and following 72 h OHT treatment) were mixed with 2 × 10ˆ7 *Drosophila* SG4 cells in PBS. Mixed cells were pelleted and nuclei were released by resuspending in ice cold lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 5 mM N-ethylmaleimide). Nuclei were then washed, and resuspended in 1 mL of MNase digestion buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 0.25 M sucrose, 3 mM CaCl_2_, 10 mM N-ethylmaleimide, 1x protease inhibitor cocktail (Roche)). Each sample was incubated with 200 units of MNase (Fermentas) at 37°C for 5 min, followed by the addition of 4 mM EDTA to halt MNase digestion. Following centrifugation at 1500 g for 5 min at 4°C, the supernatant (S1) was retained. The remaining pellet was incubated with 300 μl of nucleosome release buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.2 mM EDTA, 1x protease inhibitor cocktail (Roche), 10 mM N-ethylmaleimide) at 4°C for 1 h, passed five times through a 27G needle using a 1 mL syringe, and spun at 1500 g for 5 min at 4°C. The second supernatant (S2) was collected and combined with corresponding S1 sample from above. A small amount of S1/S2 DNA was purified and visualized on a 1.5% agarose gel to confirm digestion to mostly mono-nucleosomes.

For ChIP experiments, S1/S2 nucleosomes were diluted 10-fold in native ChIP incubation buffer (70 mM NaCl, 10 mM Tris pH 7.5, 2 mM MgCl2, 2 mM EDTA, 0.1% Triton, 1x protease inhibitor cocktail (Roche), 10 mM N-ethylmaleimide (NEM)), and 1 mL aliquots were made. Each ChIP reaction was then incubated overnight at 4°C with the appropriate antibody, 5 μL of anti-H2AK119ub1 (Cell Signaling Technology, D27C4), 5 μL of anti-H3K27me3 (in-house) or 3 μL anti-H3K4me3 (in-house) antibody. Antibody-bound nucleosomes were captured using protein A agarose (Repligen) beads, pre-blocked in native ChIP incubation buffer supplemented with 1 mg/mL BSA and 1 mg/mL yeast tRNA, for 1 h at 4°C and collected by centrifugation. Immunoprecipitated material was washed four times with Native ChIP wash buffer (20 mM Tris pH 7.5, 2 mM EDTA, 125 mM NaCl, 0.1% Triton X-100) and once with Tris-EDTA buffer (10 mM Tris pH 8, 1 mM EDTA). ChIP DNA was eluted using 100 μL of elution buffer (1% SDS, 0.1 M NaHCO3), and then purified using ChIP DNA Clean and Concentrator Kit (Zymo Research). For each individual ChIP sample, DNA from a matched Input control (corresponding to 10% of original ChIP reaction) was also purified. Native cChIP-seq library preparation and sequencing was performed as described above for cChIP-seq.

#### Calibrated RNA-sequencing (cRNA-seq)

For cRNA-seq, 1 × 10ˆ7 mouse ESCs (both untreated and following 72 h OHT treatment) were mixed with 4 × 10ˆ6 *Drosophila* SG4 cells in 600 μL PBS. For RNA extraction, 400 μL of cells was used (corresponding to 6.7 × 10ˆ6 mouse ESCs), and for DNA extraction the remaining 200 μL of cells was used (corresponding to 3.3 × 10ˆ6 mouse ESCs). RNA extraction was performed using RNeasy mini kit columns (QIAGEN) following manufacturer’s guidelines, and 10 μg was subjected to Turbo DNase (ThermoFisher) treatment to remove any contaminating DNA. Quality of RNA was assessed using 2100 Bioanalyzer RNA 6000 Pico kit (Agilent). Next, RNA samples were depleted of rRNA using the NEBNext rRNA Depletion kit (NEB). RNA-seq libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep kit (NEB). To quantitate the consistency of spike-in cell mixing for each individual sample, a matched sample of cells was used to isolate genomic DNA using Quick-DNA miniprep kit (Zymo). Libraries from gDNA were prepared using NEBNext Ultra II FS kit (NEB) following manufacturer’s guidelines. RNA and DNA libraries were sequenced as 80 bp paired-end reads on the Illumina NextSeq 500 platform.

#### Preparation of nuclear and histone extracts and immunoblotting

For nuclear extraction, ESCs were washed with PBS and then resuspended in 10 volumes of Buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.5 mM DTT, 0.5 mM PMSF and protease inhibitor cocktail (Roche)). After 10 min incubation on ice, cells were recovered by centrifugation at 1500 g for 5 min and resuspended in 3 volumes of Buffer A supplemented with 0.1% NP-40. The released nuclei were pelleted by centrifugation at 1500 g for 5 min, followed by resuspension in 1 volume of Buffer C (5 mM HEPES (pH 7.9), 26% glycerol, 1.5 mM MgCl 2, 0.2 mM EDTA, protease inhibitor cocktail (Roche) and 0.5 mM DTT) supplemented with 400 mM NaCl. The extraction was allowed to proceed on ice for 1 h with occasional agitation, then the nuclei were pelleted by centrifugation at 16,000 g for 20 min at 4°C. The supernatant was taken as the nuclear extract.

For histone extraction, ESCs were washed with RSB supplemented with 20 mM NEM, incubated on ice for 10 min in RSB with 0.5% NP-40 and 20 mM NEM, pelleted by centrifugation at 800 g for 5 min and incubated in 2.5 mM MgCl2, 0.4 M HCl and 20 mM NEM on ice for 30 min. After that, cells were pelleted by centrifugation at 16,000 g at 4°C for 20 min, the supernatant recovered and precipitated on ice with 25% TCA for 30 min, followed by centrifugation at 16,000 g for 15 min at 4°C to recover histones. Following two acetone washes, the histones were resuspended in 150 μL 1xSDS loading buffer and boiled at 95°C for 5 min. Finally, any insoluble precipitate was pelleted by centrifugation at 16,000 g for 15 min at 4°C and the soluble fraction retained as the histone extract. Histone concentrations across samples were compared by Coomassie Blue staining following SDS-PAGE. Semiquantitative western blot analysis of histone extracts was performed using LI-COR IRDye® secondary antibodies and imaging was done using the LI-COR Odyssey Fc system. To measure the changes in bulk H2AK119ub1 levels, the relative signal of H2AK119ub1 to H3 or H4 histones was quantified.

#### Co-immunoprecipitation

For co-immunoprecipitation reactions, 400 μg of nuclear extract from wild-type or RING1B^I53A/D56K^ ESCs was added to BC150 buffer (150 mM KCl, 10% glycerol, 50 mM HEPES (pH 7.9), 0.5 mM EDTA, 0.5 mM DTT) with 1x protease inhibitor cocktail (Roche) to a total volume of 550 μl. A 50 μL Input sample was retained, and 5 μg of mouse monoclonal anti-RING1B antibody (Atsuta et al., 2001) was added to the remaining 500 μL of sample. Immunoprecipitation reactions were then incubated overnight at 4°C. Immunoprecipitated material was collected with Protein A agarose beads and washed four times in 1 mL of BC150 buffer. Following the final wash step, beads were directly resuspended in 100 μL of 1x SDS loading buffer (2% SDS, 0.1 M Tris pH 6.8, 0.1 M DTT, 10% glycerol, 0.1% bromophenol blue) and placed at 95°C for 5 min. 1x SDS loading buffer was similarly added to Input samples which were also incubated at 95°C for 5 min, prior to SDS-PAGE and western blot analysis.

#### Polycomb body imaging

To image Polycomb bodies in live cells, HaloTag-SUZ12;PRC1^CPM^ or RING1B-HaloTag;PRC1^CPM^ cells were plated on gelatinised 35 mm Petri dish, 14 mm Microwell 1.5 coverglass dishes (MatTek, #P35G-1.5-14-C) at least 5 h before imaging. Prior to imaging, cells were labeled with 500 nm JF_549_ (Grimm et al., 2017) for 15 min at 37°C, followed by 3 washes, changing medium to Fluorobrite DMEM (Thermo Fisher Scientific) supplemented as described for general ESC culture above. Cells were incubated for a further 30 min in supplemented Fluorobrite DMEM with 10 μg/mL Hoechst 33258 (Thermo Fisher Scientific) at 37°C and washed once more before imaging. Cells were imaged on an IX81 Olympus microscope connected to a Spinning Disk Confocal system (UltraView VoX PerkinElmer) using an EMCCD camera (ImagEM, Hamamatsu Photonics) in a 37°C heated, humidified, CO_2_-controlled chamber. Z stacks were acquired using a 100x PlanApo NA 1.40 oil-immersion objective heated to 37°C, using Volocity software (PerkinElmer). HaloTag-JF_549_ was imaged with a 561 nm laser at 1.25 s exposure at 15% laser power, while Hoechst was imaged with a 405 nm laser at 250 ms exposure at 20% laser power. Z stacks were acquired at 150 nm intervals.

#### Capture-C library preparation

CaptureC libraries were prepared as described previously (Hughes et al., 2014). Briefly, 10^6^ mouse ESCs were trypsinized, collected in 50 mL falcon tubes in 9.3 mL media and crosslinked with 1.25 mL 16% formaldehyde for 10 min at room temperature. Cells were quenched with 1.5 M glycine, washed with PBS and lysed for 20 min at 4°C lysis buffer (10mM Tris pH 8, 10 mM NaCl, 0.2% NP-40, supplemented with complete proteinase inhibitors) prior to snap freezing in 1 mL lysis buffer at −80°C. Lysates were then thawed on ice, pelleted and resuspended in 650 μl 1x *Dpn*II buffer (NEB). Three 1.5ml tubes with 200μl lysate each were treated in parallel with SDS (0.28% final concentration, 1 h, 37°C, interval shaking 500 rpm, 30 s on/30 s off), quenched with trypsin (1.67% final concentration, 1 h, 37°C, interval shaking 500rpm, 30 s on/30 s off) and subjected to a 24 h digestion with 3x10μl DpnII (homemade, 37°C, interval shaking 500rpm, 30 s on/30 s off). Each chromatin aliquot was independently ligated with 8 μl T4 Ligase (240 U) in a volume of 1440 μl (20 h, 16°C). Following this, the nuclei containing ligated chromatin were pelleted to remove any non-nuclear chromatin, reverse-crosslinked and the ligated DNA was phenol-chloroform purified. The sample was resuspended in 300 μl water and sonicated 13x (Pico Bioruptor, 30 s on, 30 s off) or until a fragment size of approximately 200 bp was reached. Fragments were size-selected using AmpureX beads (Beckman Coulter: A63881, ratios: 0.85x / 0.4x). 2x 1-5 μg of DNA were adaptor ligated and indexed using the NEBNext DNA library Prep Reagent Set (New England Biolabs: E6040S/L) and NEBNext Multiplex Oligos for Illumina Primer sets 1 (New England: E7335S/L) and 2 (New England: E7500S/L). The libraries were amplified 7x using Herculase II Fusion Polymerase kit (Agilent: 600677).

#### Capture-C hybridization and sequencing

5′ biotinylated probes were designed using the online tool by the Hughes lab (CapSequm) to be 70-120bp long and two probes for each promoter of interest. The probes were pooled at 2.9 nM each. Samples were captured twice and hybridizations were carried out for 72 h and for 24 h for the first and the second captures, respectively. To even out capture differences between tubes, libraries were pooled prior to hybridization at 1.5 μg each. Hybridization was carried out using Nimblegen SeqCap (Roche, Nimblegen SeqCap EZ HE-oligo kit A, Nimblegen SeqCap EZ HE-oligo kit B, Nimblegen SeqCap EZ Accessory kit v2, Nimblegen SeqCap EZ Hybridization and wash kit) following manufacturer’s instructions for 72 h followed by a 24 h hybridization (double Capture). The captured library molarity was quantified by qPCR using SensiMix SYBR (Bioline, UK) and KAPA Illumina DNA standards (Roche) and sequenced on Illumina NextSeq 500 platform as 80 bp paired-end reads for three biological replicates.

### Quantification and Statistical Analysis

#### Massive parallel sequencing, data processing and normalization

For calibrated ChIP-seq, paired-end reads were aligned to the concatenated mouse and spike-in genome sequences (mm10+dm6 for native cChIP-seq, and mm10+hg19 for cross-linked cChIP-seq) using Bowtie 2 (Langmead and Salzberg, 2012) with the “–no-mixed” and “–no-discordant” options. Only uniquely mapped reads after removal of PCR duplicates with Sambamba (Tarasov et al., 2015) were used for downstream analysis.

For cRNA-seq, first, paired-end reads were aligned using Bowtie 2 (with “–very-fast,” “–no-mixed” and “–no-discordant” options) against the concatenated mm10 and dm6 rDNA genomic sequence (GenBank: BK000964.3 and M21017.1) and reads mapping to rDNA were discarded. All unmapped reads were then aligned against the concatenated mm10 and dm6 genome sequences using STAR (Dobin et al., 2013). Finally, reads that failed to map using STAR were aligned against the mm10+dm6 concatenated genome using Bowtie 2 (with “–sensitive-local,” “–no-mixed” and “–no-discordant” options) to improve mapping of introns. Uniquely aligned reads from the last two steps were combined for further analysis. PCR duplicates were removed using Sambamba (Tarasov et al., 2015). For the corresponding gDNA-seq experiments, paired-end read alignment and processing was carried out as described above for cChIP-seq.

For Capture-C, paired-end reads were aligned and filtered for HiC artifacts using HiCUP (Wingett et al., 2015) and Bowtie2 (Langmead and Salzberg, 2012) with fragment filter set to 100-800bp. A list of all Next-Generation sequencing experiments carried out in this study and the number of uniquely aligned reads in each experiment can be found in Table S2.

For visualization of cChIP-seq and cRNA-seq data and annotation of genomic regions with read counts, uniquely aligned mouse reads were normalized using dm6 or hg19 spike-in as described previously (Fursova et al., 2019). Briefly, mm10 reads were randomly subsampled based on the total number of spike-in (dm6 or hg19) reads in each sample. To account for any minor variations in spike-in cell mixing between replicates, we used the ratio of spike-in/mouse total read counts in the corresponding Input/gDNA-seq samples to correct the subsampling factors. After normalization, read coverages for individual biological replicates were compared across RING1B peaks for cChIP-seq or gene bodies for cRNA-seq using multiBamSummary and plotCorrelation from deepTools (Ramírez et al., 2014). 

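For cRNA-seq, the normalised read counts over genes gave Pearson correlation coefficients between 0.969 and 0.992 for the 12 pairs of replicates within a condition of PRC1 CKO and PRC1 CPM cells. The 54 pairs of libraries from different conditions lay between 0.934 and 0.985, so the ranges overlapped. On the log2 scale the coefficients were 0.976 to 0.988 within and 0.921 to 0.980 between conditions. The lowest coefficient within a condition was that of replicates 2 and 3 of untreated PRC1 CPM cells, for which the paper's reported value in Table S3 is 0.9684. The highest was that of replicates 1 and 3 of OHT-treated PRC1 CKO cells, for which Table S3 gives 0.9921. These are correlations across genes, which are not independent replicates.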

For each experimental condition, biological replicates correlated well (Pearson correlation coefficient > 0.9, see Table S3) and were merged for downstream analysis. Genome coverage tracks were generated using the pileup function from MACS2 (Zhang et al., 2008) for cChIP-seq and genomeCoverageBed from BEDTools (Quinlan, 2014) for cRNA-seq and visualized using the UCSC genome browser (Kent et al., 2002). BigwigCompare from deeptools (v3.1.1) (Ramírez et al., 2014) was used to make differential genome coverage tracks.

#### Peak calling

To identify genomic regions bound by RING1B, SUZ12 and PCGF2, we carried out peak calling using MACS2 (“BAMPE” and “–broad” options specified), with corresponding Input samples used as a control. For RING1B and SUZ12, peaks were called using merged biological replicates from untreated PRC1^CPM^ and PRC1^CKO^ cells for RING1B and SUZ12 cChIP-seq respectively, and only peaks identified in both cell lines were selected. For PCGF2, individual replicates from untreated PRC1^CPM^ ESC were used, and only peaks identified in all biological replicates were taken forward. For all peak sets, peaks overlapping with a custom-build set of blacklisted genomic regions were discarded to remove sequencing artifacts. For RING1B-bound regions, RING1B cChIP-seq in PRC1^CKO^ ESCs was used to filter out peaks which showed no significant loss of RING1B signal following tamoxifen treatment (p-adj < 0.05 and > 2-fold). In total, we were able to identify 18643 RING1B peaks, 7438 SUZ12 peaks and 3680 PCGF2 peaks. Using the overlap between these peak sets, we defined Polycomb (PcG)-occupied regions as RING1B peaks that overlap SUZ12 peaks (n = 7074), and PCGF2 target sites as RING1B peaks overlapping PCGF2 peaks (n = 3568). To characterize low-level genomic blanket of H2AK119ub1, we have generated a set of 100 kb windows spanning the genome (n = 27,348) using makewindows function from BEDtools (v2.17.0).

#### Read count quantitation and analysis

For cChIP-seq, computeMatrix and plotProfile/plotHeatmap from deeptools were used to perform metaplot and heatmap analysis of read density at regions of interest. For each cChIP-seq dataset and each cell line, read density at the peak center in untreated cells was set to 1. For chromosome-wide density plots, read coverage in 250 kb bins was calculated using a custom R script utilizing GenomicRanges, GenomicAlignments and Rsamtools Bioconductor packages (Huber et al., 2015) and visualized using ggplot2. For cChIP-seq, target regions of interest were annotated with read counts using multiBamSummary from deeptools (“–outRawCounts”). For comparative boxplot analysis, read counts from merged spike-in normalized replicates were used, while for differential enrichment analysis, read counts from individual biological replicates prior to spike-in normalization were obtained. 

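The authors' deposited table for PRC1 CKO and PRC1 CPM cells lists 20633 transcripts with 19409 different gene symbols, since 1027 symbols have several transcripts, 2251 in all. Transcripts of one gene share most of their reads, so a number of transcripts overstates the number of genes. With only the transcript with the most reads kept for each symbol, 15792 were tested, and 2500 were higher and 481 lower in OHT-treated PRC1 CKO cells and 1995 higher and 218 lower in OHT-treated PRC1 CPM cells. By RefSeq identifier, 98.9% of the transcripts had one match in the GRCm38 annotation. The start positions in the table count from 0, as 82.3% were 1 lower than the annotated start, and 78.7% of the stop positions were equal to the annotated end.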

For differential gene expression analysis, we used a custom Perl script utilizing SAMtools to obtain read counts for a custom-built non-redundant mm10 gene set (n = 20633), derived from mm10 refGene genes by removing very short genes with poor sequence mappability and highly similar transcripts.

Normalized read counts and log2 fold changes for different genomic intervals were visualized using custom R scripts and ggplot2. For boxplot analysis of cChIP-seq signal for different factors before and after treatment, read counts were normalized to the genomic region size (in kb) and median value of cChIP-seq signal in untreated cells, log2 of which was set to 1. For boxplots comparing H2AK119ub1 enrichment at RING1B-bound sites and 100 kb genomic windows, read density is shown relative to the signal at RING1B-bound sites in untreated cells. For boxplots, boxes show interquartile range (IQR) and whiskers extend by 1.5xIQR. To study the relationship between the levels of different factors/histone modifications and gene expression at RING1B-bound genomic regions, the RING1B target sites that overlapped with gene promoters were divided into percentiles based on the expression level of the associated gene in untreated PRC1^CPM^ cells. For each percentile, mean read density normalized to the genomic region size (in kb) was plotted relative to the mean read density in the fiftieth percentile, together with loess regression trendlines. ggcor function from the GGally (v1.4.0) R package was used to generate a correlation matrix for the association of RING1B occupancy before and after tamoxifen treatment in PRC1^CPM^ cells with a set of chromatin features and occupancy of other Polycomb factors. All correlation analyses in the paper used Pearson correlation coefficient to measure the strength of the association between the variables and were visualized using scatterplots colored by density with stat_density2d. Linear regression lines were plotted using stat_poly_eq function from the ggpmisc (v0.3.1) R package, together with the model’s R^2^ coefficient of determination. Student’s t test and Wilcoxon rank sum statistical tests were also performed in R with samples considered to be independent and two-sided alternative hypothesis, unless otherwise specified.

For CaptureC, read counts and interaction scores (significance of interactions) for the captured gene promoters were obtained using the Bioconductor package CHiCAGO (Cairns et al., 2016). For visualization of CaptureC data, weighted read counts from CHiCAGO data files for merged biological replicates were normalized to the total number of reads aligning to the captured gene promoters and further to the number of promoters in the respective CaptureC experiment. Bigwig files were generated from these normalized read counts. For comparative boxplot analysis, interactions called by CHiCAGO (score > = 5) across all samples were aggregated and interactions with a distance of less than 10 DpnII fragments were merged to a single interaction peak. For each interaction peak, we then quantified mean normalized read count and CHiCAGO scores of all overlapping *Dpn*II fragments.

#### Differential cChIP-seq enrichment and gene expression analysis

To identify significant changes in cChIP-seq and cRNA-seq, we used a custom R script that incorporates spike-in calibration into DESeq2 analysis (Love et al., 2014). In order to do this, we used read counts from the spike-in genome at a control set of intervals to calculate DESeq2 size factors for normalization of raw mm10 read counts (as has been previously described in (Fursova et al., 2019, Taruttis et al., 2017). Unique dm6 genes from refGene were used for spike-in normalization of cRNA-seq, while 10 kb (for hg19 spike-in) or 1 kb (for dm6 spike-in) windows spanning the genome were used for differential enrichment analysis of cChIP-seq. 

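For the 12 cRNA-seq libraries of PRC1 CKO and PRC1 CPM cells, the size factors recovered from the deposited normalised read counts lay between 0.671 and 1.3. The reads summed over transcripts came to 83.7% to 87.3% of the uniquely aligned mm10 reads that Table S2 reports, which range from 17448885 to 31249837. Reads shared by transcripts of one gene enter this sum more than once, so the share of reads on genes is overstated. Table S2 gives 2823502 to 5780306 dm6 reads. In the matched gDNA-seq libraries of Table S2, the ratio of dm6 to mm10 reads ranged from 0.0375 to 0.0642. Size factors approximated from these totals, with all dm6 reads in place of the reads on dm6 genes and divided by the gDNA-seq ratio, were within 2.38% of the deposited ones. Without the gDNA-seq ratio they were 0.763 to 1.31 times the deposited ones, so the correction changed the scale of single libraries by up to this factor. The sums of normalised read counts over all genes, again summed over transcripts, were 20110748 ± 4198695 in untreated and 20836289 ± 1310673 in OHT-treated PRC1 CKO cells, and 21110875 ± 2854124 and 21941350 ± 4084899 in the corresponding PRC1 CPM cells (SD, n = 3). Within a condition, the SD of the log2 sum was 0.0912 to 0.287, against 0.0152 to 0.0269 with edgeR's TMM factors, which assume that most genes do not change. TMM scales each library by its own total of reads, so its sums are nearly equal by construction. The smaller SD therefore does not show which scale is more precise.

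**Figure D4:**
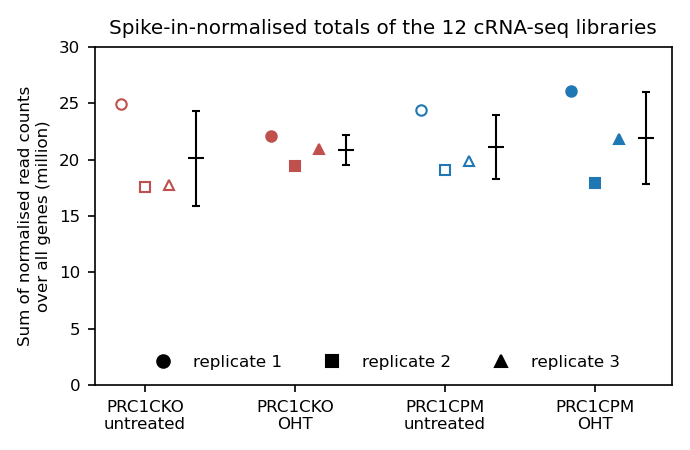
Sum of the normalised read counts over all genes in each of the 12 libraries. Open symbols are untreated and filled symbols OHT-treated libraries, circles, squares and triangles are replicates 1, 2 and 3, and black bars give the mean and SD of each condition; the conditions overlap, and the SD is smallest in OHT-treated PRC1 CKO cells, at 1310673.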

Prior to quantification, spike-in reads were pre-normalized using the spike-in/mouse read ratio derived from the corresponding Input or genomic DNA-seq sample in order to account for minor variations in mixing of mouse and spike-in cells. For a change to be called significant, we applied a threshold of p-adj < 0.05 and fold change > 1.5, unless otherwise specified. Log2-fold change values were visualized using R and ggplot2 with MA plots and violin plots. For MA plots, density of the data points across y axis is shown to reflect the general direction of gene expression changes.

#### Annotation of Polycomb target genes

Mouse genes in a custom non-redundant set (n = 20633) that was used for differential gene expression analysis were classified into three groups based on the overlap of their gene promoters with non-methylated CpG islands (NMI), as well as RING1B- and SUZ12- bound sites. NMIs (n = 27047) were identified using MACS2 peak calling from BioCAP-seq data (Long et al., 2013) as regions which are enriched with non-methylated CpG-rich DNA. All genes with promoters (TSS ± 2500 bp) not overlapping with NMIs were referred to as non-NMI genes (n = 5326). Genes that contained NMIs at their promoters were further sub-divided into PcG-occupied genes (n = 6283), if their promoters also overlapped with both RING1B and SUZ12-bound sites defined in this study, and non-PcG-occupied genes (n = 9024), if they did not. For genes with several described transcripts and promoters, a complete mm10 refGene gene set was used for classification, with the overlap of at least one promoter with the feature of interest being required to assign a gene into PcG/non-PcG occupied categories. Finally, we refer to a subset of PcG-occupied genes which showed a statistically significant increase in gene expression following removal of PRC1 in PRC1^CKO^ cells, as PRC1-repressed genes (n = 2482).

In order to identify genes that were differentially affected by the removal of PRC1 or specifically PRC1 catalytic activity, we used two complementary approaches. 

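By the first approach, 37 genes were expressed at lower levels in OHT-treated PRC1 CPM than in OHT-treated PRC1 CKO cells in the limma fit, of which 22 were also higher in PRC1 CKO cells after OHT, and 212 were expressed at higher levels. At an unadjusted p under 0.05, 237 genes were lower. With the replicate block, 232 were called lower and 1131 higher. With edgeR's TMM normalisation in place of the spike-in 261 were lower and 524 higher, and with an adjusted p under 0.01, 16 were lower. The authors' deposited table calls 208 genes lower, 150 of them higher in PRC1 CKO cells.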

First, we isolated genes that were expressed at significantly lower levels (p-adj < 0.05 and fold change > 1.5) in PRC1^CPM^ as compared to PRC1^CKO^ cells following tamoxifen treatment. In addition, we also identified genes, for which the magnitude of expression changes following tamoxifen treatment was significantly smaller in PRC1^CPM^ cells than in PRC1^CKO^ cells, using the DESeq2 design that included the interaction term between the cell line and treatment factors. 

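In the limma fit, the interaction of line and treatment had an adjusted p under 0.05 for 4 transcripts of 3 genes, all with a smaller increase in PRC1 CPM cells. At an unadjusted p under 0.05, 342 of the genes higher in PRC1 CKO cells had a smaller increase in PRC1 CPM cells. With the replicate block, 243 of these genes passed the threshold. Over all genes tested, the block gave 246 interactions below 0 and 78 above 0, and the scale without the gDNA-seq correction gave 1 below and 3 above 0. Of the 3 genes, *Mecom* and *Grb10* lay outside the rule by which genes were named and were chosen after their values were seen. The genes were *Ebf2* (interaction -3.48, standard error 0.54, adjusted p = 0.000732), *Mecom* (NM_021442, chromosome 3, 30236569 to 30509487; interaction -2.44, standard error 0.47, adjusted p = 0.0274) and *Grb10* (NM_001177629, chromosome 11, 11930499 to 12037420; interaction -1.77, standard error 0.35, adjusted p = 0.0274). The second transcript of *Grb10* (NM_010345) had an interaction of -1.75 (standard error 0.35, adjusted p = 0.0305). *Grb10* was higher in PRC1 CPM than in PRC1 CKO cells both untreated, by a log2 difference of 3.06, and after OHT treatment, by 1.29, so its smaller increase starts from a higher level. It lies on chromosome 11, whose genes were higher in untreated PRC1 CPM cells by a median log2 excess of 0.36. *Ebf2* and *Mecom* were also higher in untreated PRC1 CPM cells, by 2.17 and 1.16. The authors' deposited table gives 173 genes an interaction below 0 at an adjusted p under 0.05, 172 of them higher in PRC1 CKO cells.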

Combination of these two approaches has yielded a total of 241 PRC1-repressed genes that were derepressed to a smaller extent in PRC1^CPM^ cells as compared to PRC1^CKO^ cells following tamoxifen treatment.

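Combined, the approaches gave 25 genes in the limma fit and 340 with the replicate block. DESeq2 with the same size factors gave 68 without and 301 with the block. Of the authors' list of 241, 22 passed the first approach, 4 the second and 24 either of them in the limma fit, and 125, 158 and 226 did so with the block. In the authors' deposited table 278 of the genes higher in PRC1 CKO cells pass either approach, and the 241 in the list are all among them. By the values in the authors' deposited table, 139 of the 241 pass the first approach and 145 the interaction, with 43 passing both. Of the 96 that pass the first approach alone, 21 (21.9%) lie on the proximal part of chromosome 1, a region that is lower in PRC1 CPM cells without treatment. This compares with 9 of the 145 with an interaction (6.21%), and with 2 of the 102 that pass the interaction alone (1.96%).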

#### Analysis of live-cell imaging of Polycomb bodies

To segment Polycomb bodies in individual live cells for analysis, nuclei were first manually segmented based on Hoechst fluorescence using TANGO in ImageJ (Ollion et al., 2013). 561 nm channels of z stacks were deconvolved using Olympus cellSens software (constrained iterative deconvolution, 5 cycles). Deconvolved 561 nm z stacks were masked using outputs from TANGO, and individual Polycomb bodies identified using a custom script. Briefly, segmented nuclei were background subtracted using a 4 px rolling ball and a mask of Polycomb bodies generated using Otsu thresholding. 3D Objects Counter in ImageJ was used to quantify the properties of the masked Polycomb bodies, and its outputs were processed and analyzed using R.

### Data and Code Availability

The high-throughput data reported in this study have been deposited in GEO under the accession number GEO: GSE132754. Published data used in this study include BioCAP-seq (GEO: GSE43512 (Long et al., 2013)); MAX ChIP-seq (GEO: GSE48175; (Krepelova et al., 2014)); H2AK119ub1, H3K27me3 and RING1B cChIP-seq together with corresponding Inputs in PRC1^CKO^ ESCs (GEO: GSE119618; (Fursova et al., 2019)); cRNA-seq in *Pcgf4*^*−/−*^*4;Pcgf2*^*fl/fl*^ (GEO: GSE119619; (Fursova et al., 2019)); CaptureC in RING1B^deg^ and control cell lines (Rhodes et al., 2019), and 4sU RNA-seq gene expression data for mESCs following RA-induced differentiation (GEO: GSE98756) (Dimitrova et al., 2018). All R and Perl scripts used for data analysis in this study are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

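The data re-examined are the 12 cRNA-seq libraries of mouse PRC1 CKO and PRC1 CPM ESCs, untreated and after 72 h with 800 nM OHT, in 3 biological replicates of each of the 4 conditions. Samples were grouped by the line, treatment and replicate number in their labels. The cChIP-seq, Capture-C, imaging and biochemical experiments of the paper, the cRNA-seq of the *Pcgf4*-/-*;Pcgf2* fl/fl line and the classes of genes by Polycomb occupancy were not analysed here.

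The authors discarded reads from rDNA with Bowtie 2, aligned the others to the concatenated mm10 and dm6 genomes with STAR and then Bowtie 2, kept uniquely aligned reads, removed PCR duplicates with Sambamba and counted reads over the bodies of 20633 transcripts. The authors' deposited table gives, for each transcript and library, a normalised signal, the read count divided by one DESeq2 size factor computed from the *Drosophila* reads and corrected by the matched gDNA-seq library. The authors also deposited log2 fold changes from their DESeq2 comparisons in the same table, for OHT treatment in each line, for the OHT-treated lines against each other and for the interaction of line and treatment. The authors deposited an adjusted p-value with each log2 fold change, and a list of the partially derepressed genes. The paper's text does not state whether the fold changes were shrunken or whether replicates were paired in the fit.

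The deposited values were not raw counts, which the choice of the test had assumed, so the test set for normalised values was used. In every library, 100% of the values were whole multiples of one step within a tolerance of 0.02 of a read, and dividing by that step gave the reads on each transcript. Transcripts with at least 10 reads in at least 3 libraries (16940) were tested. Log2(normalised read count + 1) was fitted with limma 3.58.1 in R 4.3.3, with a mean for each condition across the 12 libraries, no block, empirical Bayes moderation with a mean-variance trend and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a fold change above 1.5, and the interaction at an adjusted p under 0.05 alone. edgeR 4.0.16 and DESeq2 1.42.0 were run as alternatives on the recovered reads, and they called 2702 and 2757 genes higher and 549 and 560 lower in PRC1 CKO cells after OHT treatment. A test against a 1.5-fold change was made with limma treat in place of edgeR glmTreat.

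The limma fit was tested on simulated data with 200 changed genes in PRC1 CKO cells. It called 143 of them (71.5%) together with 8 unchanged genes, and called 17 of 50 genes with an interaction and none without. The replicate block called 145 and 10 in the same data. Each simulated library was drawn independently, with no effect of the replicate number and no error of the spike-in scale. The simulation therefore cannot show whether the real libraries need the block or how errors of the scale affect the calls.

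Reads on genes, summed over transcripts, ranged from 14668159 to 27016156 per library. Genes near the limit of 10 reads are measured with large counting error, and fold changes of genes with a few reads in one condition depend on the pseudocount of 1. The scale of each library rests on its *Drosophila* reads and its gDNA-seq ratio. The median log2 fold change of all genes tested was 0.12 in PRC1 CKO and 0.10 in PRC1 CPM cells with the deposited scale, -0.0019 and -0.0072 with TMM, and -0.029 and 0.40 without the gDNA-seq correction, and the interaction had a median of 0.43 without that correction. Changes are therefore also given relative to the median of all genes.

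Genes were named by a fixed rule. The rule covers every gene the paper names whose transcripts were measured. It adds the members of lists of PRC1 and PRC2 subunits, pluripotency factors, *Hox* genes and germline genes that passed the threshold or changed most either way. It also adds the 5 largest increases and decreases in PRC1 CKO cells among genes called in both lines and changed the same way in every replicate. Genes named outside it are said to be so. The result of a gene that the rule covers is not reported here. Levels of gene sets were compared with exact permutation tests of the medians of the 3 libraries of each group, which cannot give a two-sided p below 0.1. Correlations across genes carry no p-value.

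The alternatives were DESeq2, TMM in place of the spike-in, the spike-in without the gDNA-seq correction, no filter on low counts, a pseudocount of 0.1, the replicate number as a block, a fold change above 2, an adjusted p under 0.01, a test against a 1.5-fold change, the 6 libraries of each line alone, and each library left out in turn (12 fits). Those added after the values were seen were edgeR, the spike-in totals of Table S2, no mean-variance trend, one transcript per gene symbol, and the block combined with DESeq2, with DESeq2 and shrunken fold changes, and with TMM. Positions are those of the deposited table, with 1 added to the start, on GRCm38, whose RefSeq annotation gave exons and whose sequence gave CpG and G and C content. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0 was used for summaries and plots.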

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

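All tests in this part were chosen only after the result they concern was seen.

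In the test of the interaction of line and treatment, 4 transcripts of 3 genes (*Ebf2*, and *Mecom* and 2 transcripts of *Grb10*, which were chosen after their values were seen) rose less in PRC1 CPM than in PRC1 CKO cells. The fewest reads of any of these transcripts in an OHT-treated library were 193, so a lack of reads after treatment does not account for the difference. In untreated PRC1 CKO libraries *Ebf2* had as few as 2 reads, *Mecom* 12 and *Grb10* 337. With a pseudocount of 0.1 *Ebf2* was still called (-3.75), while *Mecom* and *Grb10* were not, so the loss of calls did not follow the reads. edgeR and the replicate block each called all 4. DESeq2 and TMM each called 3 of them, and the scale without the gDNA-seq correction called 1. Without the filter on low counts, and without the mean-variance trend, 0 of the 4 were called. The 2 reads of *Ebf2* leave open how far too few reads before OHT set the size of its interaction. In the 12 fits that each left out one library, the least stable of them kept an adjusted p under 0.05 in 8, and *Ebf2* in all 12. The same libraries are used in these fits, so dependence on a single library could not be excluded for *Mecom* and *Grb10*. Of the 4 splits of the libraries that part all 3 same-numbered pairs between the lines, 1, the real one, gave as many transcripts. The other 3 splits gave 0, with 15 to 40 transcripts at an unadjusted p under 0.05 against 342. With so few splits the share cannot fall below 25.0%, so chance cannot be ruled out by them. The remaining 6 of the 10 splits keep a same-numbered pair together and were not compared.

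In the comparison of the untreated lines, which the paper does not report, 455 genes differed, 374 of them higher and 81 lower in PRC1 CPM cells. Without the spike-in, on the TMM scale, 1050 genes differed, 745 higher and 305 lower in PRC1 CPM cells. They included 440 of the 455, so the spike-in alone is not what makes these 440 differ. Without the gDNA-seq correction 308 differed, 143 higher and 165 lower in PRC1 CPM cells, and 224 of the 455 were among them. That scale moved the median difference of all genes from 0.12 to -0.16. The balance of directions and many of the calls therefore depend on the scale, although more genes were higher than lower with TMM too. Chromosomes 1, 6, 11 and Y held 38.7% of the 455 genes (176) and 19% of the genes tested, so copy number of these chromosomes is not a sufficient explanation for the others. The real split was 1 of 4 with as many genes. The other 3 splits gave 0, with 138 to 313 at an unadjusted p under 0.05 against 1940, and again the share of 25.0% is the smallest they allow. What else sets the lines apart before OHT was not tested.

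Genes on chromosome 11 were higher in untreated PRC1 CPM cells by a median log2 excess of 0.36 over the median chromosome. The excess was 0.24 to 0.44 in all 13 of 13 bins along the chromosome, and 0.34 (0.345) in the OHT-treated libraries. It was 0.34 (0.344) after the median of genes of like GC content and length was subtracted, and 0.36 (0.363) among genes that OHT changed in neither line. Neither GC content and length nor the frequency of PRC1-repressed genes therefore accounts for it. Chromosome 6 had an excess of 0.22 in both treatments, above 0 in 15 of 15 bins. In the untreated libraries the other 17 chromosomes apart from 1 and Y lay between -0.025 and 0.018. In the OHT-treated libraries these 17 lay between -0.046 (chromosome 18) and 0.026 (chromosome 17). The paper does not report this pattern. A copy number that differs between the clones is a candidate explanation. With expression in proportion to copy number, one copy more than 2 in all cells would give 0.58, and the excess of 0.345 in the OHT-treated libraries is smaller. Which line departs from 2 copies, whether all its cells do and how far expression follows copy number were not tested. DNA reads, which could test this directly, were not analysed here. In the comparison of the OHT-treated lines, chromosomes 6, 11 and Y held 74 of the 212 genes higher in PRC1 CPM cells.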

How the results depend on the processing

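The alternatives to the test, the scale, the filter, the thresholds, the pseudocount, the block and the libraries were set before the data were examined. Those added afterwards were edgeR, the totals of Table S2, no mean-variance trend, one transcript per symbol and every combination of the block with DESeq2 or TMM. Only these added ones were chosen after the results were seen. Unless a sentence gives a value that shows it, the cause of a change was not tested.

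Under every alternative counted for it, the number of genes higher in both lines stayed within 1.5 times its value of 1957, from 1355 to 2606. The fits of each line alone and the test against a 1.5-fold change were not counted for it. The number higher in PRC1 CKO cells also stayed within 1.5 times its value, from 2016 to 3729 around 2787, except in the test against a 1.5-fold change. With that test (limma treat, run in place of edgeR glmTreat, which was not run), 1436 genes were higher and 84 lower in PRC1 CKO cells, and 951 were higher and 32 lower in PRC1 CPM cells. At most 951 genes could then be higher in both lines, which lies outside the range from 1355 to 2606. In 12 of 12 fits that left out one library, no gene called in PRC1 CKO cells changed its direction.

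With TMM in place of the spike-in, more genes were lower, 1133 in PRC1 CKO and 595 in PRC1 CPM cells, while the median of all genes in PRC1 CKO cells moved from 0.12 to -0.0019. On that scale 261 genes were lower in OHT-treated PRC1 CPM than in OHT-treated PRC1 CKO cells, 14 had a smaller increase, 144 passed either approach, 1050 differed between the untreated lines, and the median log2 fold change of the other PRC1-repressed genes in PRC1 CKO cells was 1.42. Without the gDNA-seq correction, 3628 genes were higher and 75 lower in PRC1 CPM cells, 23 were lower in OHT-treated PRC1 CPM cells and 1 had a smaller increase. The median of the partially derepressed genes was then 2.51 in PRC1 CKO and 1.85 in PRC1 CPM cells, so it stayed smaller in PRC1 CPM cells. For the other PRC1-repressed genes the medians were 1.69 and 1.73, so their smaller median in PRC1 CPM cells did not hold on that scale. The medians of all genes moved too, to -0.029 in PRC1 CKO and 0.40 in PRC1 CPM cells. The difference of the other PRC1-repressed genes between the OHT-treated lines moved from -0.0085 (SD 0.28 over the OHT-treated PRC1 CPM libraries, n = 3) to 0.15.

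With the replicate block, 823 genes were lower in PRC1 CKO and 461 in PRC1 CPM cells, 232 were lower in OHT-treated PRC1 CPM cells, 243 had a smaller increase, 340 passed either approach and 1884 differed between the untreated lines. The median of the other PRC1-repressed genes in PRC1 CKO cells was 1.35, over the larger set of genes called with the block, and their difference between the OHT-treated lines was 0.023. For the same comparisons DESeq2 with the block gave 441 genes lower in PRC1 CPM cells, 237, 178, 301 and 1618, a median of 1.36 and a difference of 0.017. With shrunken fold changes and no filter it gave 399, 208, 172, 278 and 1476, medians of 2.4 for the partially derepressed and 1.20 for the other genes in PRC1 CKO cells, and a difference of 0.013. TMM with the block gave 1230 genes lower in PRC1 CKO and 691 in PRC1 CPM cells, 365 lower in OHT-treated PRC1 CPM cells, 154 with a smaller increase, 323 by either approach, 1470 between the untreated lines, and a median of 1.39.

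Without the block, DESeq2 gave 85 genes lower in OHT-treated PRC1 CPM cells, 15 with a smaller increase, 68 by either approach and a difference of the other PRC1-repressed genes of 0.0052. edgeR gave 59 lower and 43 by either approach, and a difference of 0.011. Without a filter on low counts, 21 were lower, 11 passed either approach and 0 had a smaller increase (634 at an unadjusted p under 0.05 for the interaction in either direction), and the correlation of the log2 fold changes between the lines was 0.80 (0.796). With a pseudocount of 0.1 these were 24, 13, 1 and 0.835. Without the mean-variance trend, 0 genes had a smaller increase (575 at an unadjusted p under 0.05 in either direction). The Spearman coefficient was 0.824, and the Pearson coefficient among genes higher in PRC1 CKO cells 0.817. With a fold change above 2, 271 genes were lower in PRC1 CKO and 125 in PRC1 CPM cells. With an adjusted p under 0.01, 304 and 108 were lower, 16 were lower in OHT-treated PRC1 CPM cells, 1 had a smaller increase, 9 passed either approach and 186 differed between the untreated lines.

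Across the 12 fits that each left out one library, 326 to 674 genes were lower in PRC1 CKO cells, 1439 to 2547 higher and 123 to 339 lower in PRC1 CPM cells, 17 to 78 lower in OHT-treated PRC1 CPM cells, 1 to 28 had a smaller increase, 9 to 74 passed either approach and 244 to 1570 differed between the untreated lines. The median log2 fold change in PRC1 CKO cells was 2.52 to 2.89 for the partially derepressed and 1.45 to 1.78 for the other PRC1-repressed genes, and the difference of the latter between the OHT-treated lines -0.16 to 0.11. That difference has no stable sign, which the replicate spread already allows.

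Among single genes, the sign changed only for changes that did not pass the threshold. Without the gDNA-seq correction, the log2 fold change in PRC1 CPM cells was 0.094 for *Ring1*, 0.13 for *Rnf2*, 0.21 for *Ptges3* and 0.045 for *Pou5f1*, that in PRC1 CKO cells was -0.12 for *Rnf2* and -0.031 for *Hoxb9*, and the difference of *Eif2s3y* between the untreated lines was -0.090. With TMM, with and without the block, *Rnf2* was at -0.092 and *Hoxb9* at -0.0043 in PRC1 CKO cells. With one library left out, *Rnf2* ranged from -0.039 to 0.13 and *Hoxb9* from -0.014 to 0.28 in PRC1 CKO cells. Ranges in PRC1 CPM cells were -0.18 to 0.062 for *Ptges3*, -0.045 to 0.35 for *Prdm14*, -0.084 to 0.41 for *Hoxb9* and -0.47 to 0.033 for *Pou5f1*. *Usp9y* ranged from -0.14 to 0.85 between the untreated lines. Between the OHT-treated lines, *Pax9* passed the threshold with DESeq2 (-1.20), with DESeq2 and the block (-1.20, or -1.08 when shrunken) and with TMM and the block (-1.28), and *Oxtr* with DESeq2 and the block (0.72). Apart from these, the alternatives gave 1119 values for named genes, of which 1077 kept their direction and their side of the threshold, 34 fell below it and 8 rose above it. With one library left out, 993 values kept both, 39 fell below the threshold and 4 rose above it.

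The depth limits the size of increases from few untreated reads. With a pseudocount of 0.1 the log2 fold change in PRC1 CKO cells was 9.84 for *Hoxa11* and 5.41 for *Pax9*, against 6.53 and 4.98.

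Of the 25 genes called by either approach, 8 were called in every fit that left out one library, against 1822 of 2787 for the genes higher in PRC1 CKO cells.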

Differences from the paper's values

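After OHT treatment, 237 genes were lower in PRC1 CPM cells, against the paper's number of about 400 in Fig. 6A, read by eye. Of the alternatives set before the data were examined, DESeq2 (267), TMM (595), the replicate block (461) and 3 of the fits that left out one library (307, 336 and 339) came within 1.5 times the paper's number. The spike-in without the gDNA-seq correction (75), no filter (209), a pseudocount of 0.1 (211), the 6 libraries of the line alone (226), limma treat (32), a fold change above 2 (125), an adjusted p under 0.01 (108) and the other fits that left out one library did not. DESeq2 with the block gave 441, and 399 with shrunken fold changes and no filter. Both were chosen after seeing the values.

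By either approach, 25 genes were derepressed to a smaller extent in PRC1 CPM cells, against the paper's 241, which counts genes occupied by Polycomb, a class not used here. Of the alternatives set before the data were examined for each approach, only the replicate block (340) came within 1.5 times the paper's number. DESeq2 (68), TMM (144), the spike-in without the gDNA-seq correction (17), no filter (11), a pseudocount of 0.1 (13), a fold change above 2 (24), an adjusted p under 0.01 (9) and the fits that left out one library (at most 74) did not. DESeq2 with the block (301), the same with shrunken fold changes and no filter (278) and TMM with the block (323), all chosen after seeing the values, also came within 1.5 times. The 278 genes include all 241 of the authors' list.

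The median log2 fold change of the partially derepressed genes in PRC1 CKO cells was 2.66, against the paper's about 2.4 in Fig. 7A, read by eye. TMM (2.54), the spike-in without the gDNA-seq correction (2.51) and the fit without replicate 3 of untreated PRC1 CKO cells (2.52), all set before the data were examined, lay within 0.18 of it, the SD over the OHT-treated libraries. The other alternatives set then (2.60 to 2.89) did not. DESeq2 with the block, shrunken fold changes and no filter gave 2.4 and was chosen after seeing the values.

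The median log2 fold change of the other PRC1-repressed genes in PRC1 CKO cells was 1.58, against the paper's about 1.3 for genes occupied by Polycomb in Fig. 7A, read by eye. TMM (1.42), set before the data were examined, closed the gap. So did the replicate block (1.35), which was set before the data were examined for the numbers of genes and applied to this median too. The others set then did not (1.45 to 1.78). Of those chosen after seeing the values, DESeq2 with the block (1.36), the same with shrunken fold changes and no filter (1.20) and TMM with the block (1.39) closed it.

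The paper shows *Pax9* as a gene that is partially derepressed in PRC1 CPM cells. Its log2 difference between the OHT-treated lines was -1.18 here, with an adjusted p of 0.331 from limma. It was called with DESeq2 (-1.20), which was set before the data were examined, and with DESeq2 and the block (-1.20, or -1.08 with shrunken fold changes) and TMM with the block (-1.28), chosen after seeing the values.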

Other observations

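In this part, the tests of germline genes, of the untreated level and of the level of PRC1-repressed genes without 4 chromosomes were set before their results were seen, and all others only after the result was seen.

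For each comparison, the real split of the libraries was set against the other 3 of the 4 splits that part all same-numbered pairs. In each case 1 of the 4 splits, the real one, gave as many genes, for genes higher and lower in PRC1 CKO cells, higher and lower in PRC1 CPM cells, higher in both lines, and lower in OHT-treated PRC1 CPM than in OHT-treated PRC1 CKO cells. The other 3 splits gave 0 genes in each case, with 34 to 144 at an unadjusted p under 0.05 in PRC1 CKO cells, 40 to 187 in PRC1 CPM cells, 0 to 1 in both and 22 to 109 between the OHT-treated lines, against 3399 higher in PRC1 CKO cells, 3008 higher in PRC1 CPM cells, 2572 in both and 237 in the real split. The share of 25.0% is the smallest that 4 splits allow.

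The number of calls rose when the replicate number was used as a block, from 4 to 243 genes with a smaller increase in PRC1 CPM cells. If a spike-in scale that varies between replicate numbers were the reason, the block would add no such calls on the TMM scale. There it gave 154, against 14 without the block, so the scale may explain part of the rise but not all of it. The adjusted p-values in the authors' deposited table were compared with those of DESeq2 on all transcripts. With the block, 100% of the interaction values and at least 99.8% of those of the other 3 comparisons lay within 0.01 of the authors' on the log10 scale. Without it, 80.7% of the interaction values and 4.61% to 5.16% of the others did. This is consistent with a fit by the authors that used the replicate number as a block (100% of the interaction values). The paper's text does not name one.

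The smaller fold changes in PRC1 CPM cells were examined in genes chosen without the replicate in which they were measured. Relative to all genes, the median interaction was -0.34 (range -0.53 to -0.21 over the 3 replicates), so replicate noise in the choice of the genes does not produce it. When the genes were chosen by their change in PRC1 CPM cells instead, it was -0.30 (-0.43 to -0.22), so the choice by the change in PRC1 CKO cells does not account for it either. In the same held-out libraries the untreated level was higher in PRC1 CPM cells by 0.21 (0.077 to 0.31), and the OHT-treated level changed by -0.13 (-0.22 to -0.025). Across genes, the untreated difference had a correlation of -0.18 with the interaction of the other replicates. A higher untreated level in PRC1 CPM cells (0.21) may account for part of the smaller fold change, but the OHT-treated level moved too, and with the choice by PRC1 CPM cells these were 0.15 and -0.15, so these explanations cannot be told apart. Without chromosomes 1, 6, 11 and Y the untreated difference of the other PRC1-repressed genes relative to all genes was 0.21 (0.214), as it was with them (0.207), so copy number of these chromosomes does not account for it.

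On chromosome 1, the difference between the untreated lines changed in a step at 143.9 Mb. The 671 genes on the proximal side had a median excess of -0.34 and the 319 on the distal side of 0.14, and in the OHT-treated libraries these were -0.38 and 0.070. In 0 of 1000 permutations of the gene order was a step as large, for which the smallest p they can give is 0.001. *Rnf2*, the engineered gene, lies at 151.5 Mb, 7.58 Mb from the step, and 6.06% of the genes tested on the chromosome are as near to it. In the OHT-treated libraries the first gene after the step starts at 151.8 Mb, and the step lay 0.19 Mb (0.194) from *Rnf2*, with 0.505% of the genes as near. The 9 genes tested between 140 and 150 Mb had a median excess of -0.27 untreated and -0.41 after OHT, like the proximal genes. A rearrangement at the engineered locus is a possible explanation, to which the distance of 0.19 Mb fits and which the 7.58 Mb leaves open. It was not tested further.

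The authors' list of 241 holds 30 genes on proximal chromosome 1 (12.4%), against 120 of the 2999 other genes called higher in PRC1 CKO cells in the authors' deposited table (4.00%). A copy number would lower the level of genes in OHT-treated PRC1 CPM cells but cancel in the interaction. Of the genes that enter the list by the OHT-treated level alone, 21 of 96 (21.9%) were in this region, and of those with an interaction 9 of 145 (6.21%; Fisher's exact test across genes, two-sided, p = 0.000521, odds ratio 4.23). Genes are not independent replicates, so this p covers the sampling of genes only. Of the 145 genes, 102 had an interaction alone, and 2 of these (1.96%) were in the region. Most of the 9 thus also had a lower OHT-treated level, and a copy number alone would not give these an interaction. A lower copy number of proximal chromosome 1 in PRC1 CPM cells, or a higher one in PRC1 CKO cells, may have brought some of these 21 genes into the list (Fisher's exact test across genes, p = 0.000521). No test here separates this from regulation of the region.

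On the Y chromosome, chosen after their values were seen, *Kdm5d* (log2 difference 5.02, standard error 0.48), *Uty* (3.35, standard error 0.25) and *Ddx3y* (2.93, standard error 0.29) were higher in untreated PRC1 CPM than in untreated PRC1 CKO cells, in the limma fit. *Eif2s3y* differed by 0.19 (standard error 0.21) and *Usp9y* by 0.46 (standard error 0.39). Loss of the whole Y chromosome from part of the PRC1 CKO cells would lower all 5 by the same factor, which the 0.19 of *Eif2s3y* goes against. *Eif2s3y* also lies between *Kdm5d* and *Uty*, so loss of 1 contiguous part that spans the changed genes would not spare it.

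*Hox* genes (37 tested) had median log2 fold changes of 3.23 in PRC1 CKO and 2.78 in PRC1 CPM cells, with 31 called higher in each, and 36 or 37 of the 37 were above 0 on each scale. In 95.1% of 10000 random lists matched for the change in PRC1 CKO cells, the median interaction was as low as theirs (-0.50), so the *Hox* list did not rise less in PRC1 CPM cells than other genes with the same change. With the replicate block, 6 of the 37 had a smaller increase in PRC1 CPM cells. Germline genes (19 tested) had medians of 1.50 and 1.35, with 12 called higher in each line. The largest increase in PRC1 CKO cells was that of *Tex101* (3.22, and 1.90 in PRC1 CPM cells), and the lowest change that of *Smc1b* (-0.53 and -0.52). Their median interaction of -0.36, which was 0.082 without the gDNA-seq correction and -0.34 relative to all genes on either scale, was as low in 40.8% of matched random lists, so the germline list as a whole did not rise less in PRC1 CPM cells than other genes with the same change. Single germline genes did rise less than in PRC1 CKO cells, 2 of the 19 when adjusted over the list alone and 4 with the replicate block.

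Among PRC1 subunit genes, *Bcor*, *Bmi1*, *Cbx8*, *Auts2*, *Bcorl1*, *E2f6* and *Phc2* were higher in both lines after OHT treatment, with log2 fold changes in PRC1 CKO cells of 0.70 for *Phc2* and 2.86 for *Cbx8*. *Phc1* was lower in both lines (-1.52 in PRC1 CKO and -1.17 in PRC1 CPM cells), and *Cbx7* was called lower in PRC1 CKO cells (-0.64) but not in PRC1 CPM cells (-0.33), with an interaction of 0.30 at an adjusted p of 1.00. Of 11 PRC2 subunit genes tested, *Jarid2* was higher (0.72 and 0.66).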
